# Effects of aging and calorie restriction on the global gene expression profiles of mouse testis and ovary

**DOI:** 10.1186/1741-7007-6-24

**Published:** 2008-06-03

**Authors:** Alexei A Sharov, Geppino Falco, Yulan Piao, Suresh Poosala, Kevin G Becker, Alan B Zonderman, Dan L Longo, David Schlessinger, Minoru SH Ko

## Abstract

**Background:**

The aging of reproductive organs is not only a major social issue, but of special interest in aging research. A long-standing view of 'immortal germ line versus mortal soma' poses an important question of whether the reproductive tissues age in similar ways to the somatic tissues. As a first step to understand this phenomenon, we examine global changes in gene expression patterns by DNA microarrays in ovaries and testes of C57BL/6 mice at 1, 6, 16, and 24 months of age. In addition, we compared a group of mice on *ad libitum *(AL) feeding with a group on lifespan-extending 40% calorie restriction (CR).

**Results:**

We found that gene expression changes occurred in aging gonads, but were generally different from those in somatic organs during aging. For example, only two functional categories of genes previously associated with aging in muscle, kidney, and brain were confirmed in ovary: genes associated with complement activation were upregulated, and genes associated with mitochondrial electron transport were downregulated. The bulk of the changes in gonads were mostly related to gonad-specific functions. Ovaries showed extensive gene expression changes with age, especially in the period when ovulation ceases (from 6 to 16 months), whereas testes showed only limited age-related changes. The same trend was seen for the effects of CR: CR-mediated reversal of age-associated gene expression changes, reported in somatic organs previously, was limited to a small number of genes in gonads. Instead, in both ovary and testis, CR caused small and mostly gonad-specific effects: suppression of ovulation in ovary and activation of testis-specific genes in testis.

**Conclusion:**

Overall, the results are consistent with unique modes of aging and its modification by CR in testis and ovary.

## Background

Aging is a complex biological phenomenon characterized by a gradual and progressive loss of function in diverse organs and tissues. Global gene expression profiling is beginning to provide molecular signatures of aging in various organs and tissues [1,2]. For example, aged muscles show a reduced expression of genes involved in energy metabolism and an increased expression of heat-shock proteins and oxidative-stress inducible genes [3]. The most recent analysis of human muscle samples has revealed the increased expression of genes associated with extracellular matrix, cell growth, complement activation, and cytosolic ribosomes, as well as the decreased expression of genes involved in chloride transport and mitochondrial electron transport [1]. Aged brain tissues show increased expression of genes associated with stress and the inflammatory response and decreased expression of genes associated with the ubiquitin-proteasome pathway and growth factors [2,4]. Aged heart shows increased mRNA levels for structural proteins and decreased mRNA levels for genes involved in fatty-acid metabolism [3]. Global gene expression profiling has also revealed that age-related gene expression changes in muscle are completely [5] or partially [6] suppressed by calorie restriction (CR), which is a factor capable of increasing the lifespan in organisms, including rodents [7-9]. Similarly, it has been shown that age-related decrease in the induction of Hsp70 in response to heat stress in rat hepatocytes is partially reversed by CR [10].

Gonads, especially ovary, are of special interest in aging research, because the human ovary shows an especially demarcated effect of age: a reproducible decline of reproductive capacity in the mid-30 s, followed by menopause in the late 40 s to 50 s. Modern trends postponing childbearing in developed countries are thus accompanied by increased infertility and other complications. Aging of gonads also has direct implications for longevity, as increased fertility is associated with decreased longevity in several species [11,12]. An increase in longevity in mutants is often accompanied by a reduction of fecundity, whereas delayed reproduction is often associated with longevity. For example, it has been shown that the ablation of germ cells increases the lifespan of the worm [13] (although not the fly [14]). Furthermore, the transplantation of young ovary increases the lifespan in mouse, suggesting that ovaries can affect the lifespan of organisms, possibly through the production of hormones and other factors [15]. Gonads are also the focus of attention in various theories of aging [16]. For example, an evolutionary theory of aging considers that aging occurs because the maintenance of individuals is not supported by natural selection after their reproductive periods [11]. The disposable soma (DS) theory suggests that when available energy is limited, it is selectively reallocated from reproduction to somatic maintenance, thermogenesis, DNA repair and anti-oxidative functions [7,11,17].

Despite the importance of gonads in aging research, studies of gonad aging by global gene expression profiling have been limited to partial studies of mouse oocytes [18] and ovary [19]. It has remained unclear whether gonads and somatic organs show similar patterns of gene expression associated with aging and CR. In this study, we have carried out global gene expression profiling of testis and ovary from 1- to 24-month-old mice on *ad libitum *(AL) or CR diets. The whole-genome DNA microarray data provide a resource for the analysis of combined effects of age, diet, and sex on gene expression in the gonads.

## Results

### Experimental design

We analyzed gene expression patterns in ovaries and testes sampled from 1-, 6-, 16-, and 24-month-old C57BL/6 mice fed on AL and CR diets (Figure 1A and 1D). Mice were kept on an AL diet until 14 weeks of age and then split into AL and CR gonads [20]. Two individual animals for each condition were used for the microarray studies. We examined a total of 28 samples (two AL ovaries at each of 1, 6, 16, and 24 months; two CR ovaries at 6, 16, and 24 months; two AL testes at 1, 6, 16, and 24 months; and two CR testes at 6, 16, and 24 months). These 28 samples were hybridized on whole-genome oligonucleotide microarrays bearing approximately 44,000 probes, representing 25,585 nonredundant genes with gene symbols [21] (Additional file 1). 

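Each array was hybridized with Cy3-labelled RNA from the gonad of 1 animal and with Cy5-labelled Universal Mouse Reference RNA. The values used here are the mean and the background signals of every spot in both channels, as the scanner software extracted them from the images and without its normalization. The 28 arrays hold 2 animals for each combination of organ, diet and age, and no animal number (AMC followed by digits in the sample labels) occurs in more than 1 group. All 14 testis arrays and 6 ovary arrays were of version 2.2 of the array design, and the other 8 ovary arrays were of version 2.1. Both AL ovaries at 1 month were on version 2.1, whereas each of the other 6 ovary groups had 1 array of each version. In ovary, the array version also separates the days of image extraction. Of the testis arrays, 10 were extracted on the same day and 4 on another day, and these 4 are the CR testes at 16 and 24 months. No ovary array shares a day with a testis array.

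The age groups of the paper are used throughout. The sample labels give a different age for 5 animals: 17 days for 1 ovary of the 1-month group (AMC196), 15 months for 1 AL ovary of the 16-month group (AMC131), 23 months for 1 AL ovary of the 24-month group (AMC174) and 22 months for both CR testes of the 24-month group. The source names of further animals of the 16-month groups give ages below 16 months. The label of 1 testis at 1 month (AMC239) speaks of ovary in its treatment text and of testis elsewhere.

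Each channel was corrected for the local background, and the log2 ratio of the gonad to the reference was normalized within each array by a loess curve on the intensity. In ovary, the version 2.1 arrays were shifted, probe by probe, by the median difference between versions over the 6 groups that had both. A gene was represented by its brightest probe, and a probe without a gene name counted as a gene of its own. There were 14,875 genes with a name and 26,485 probes without a name. A gene was called when its FDR in limma was at most 0.1 and its change at least 1.5-fold, the criteria of the paper. The change is given on the log2 scale with its standard error. With 2 animals in each group, the number of arrays limits the precision. Between the animals of a group, the SD over genes of the difference in log2 ratio was 0.24 to 0.37 in ovary, with a median of 0.27, and 0.14 to 0.24 in testis, with a median of 0.16. From 0.423% to 2.62% of genes differed more than 2-fold between the animals of an ovary group, and from 0.0232% to 0.576% between those of a testis group.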

The same RNA samples were used for quantitative reverse-transcription polymerase chain reaction (RT-PCR) validation of selected genes.

**Figure 1:**
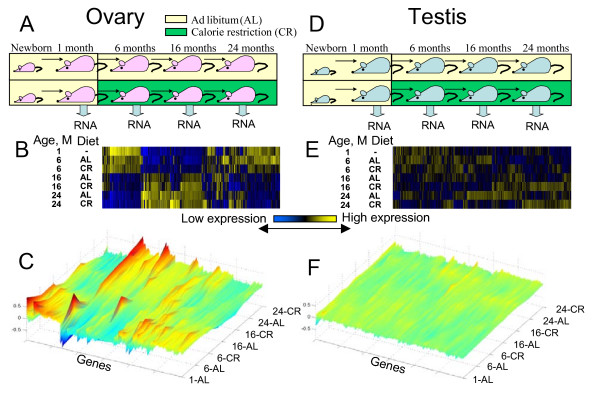
**Global patterns of gene expression in ovary and testis in mice of age from 1 to 24 months, and on an AL or a CR diet**. (A) Experimental design for females; (B) two-dimensional heatmap of expression of 3000 most significant genes in ovary; (C) three-dimensional heatmap of expression of the same genes in ovary; (D) experimental design for males; (E) two-dimensional heatmap of expression of 3000 most significant genes in testis (819 genes overlapped with ovary); (F) three-dimensional heatmap of expression of the same genes in testis.

The effects of CR on physiological status and overall survival curve for C57BL/6 mice used in this study have been well established [20]. For example, it has been shown that 40% CR suppresses follicle cycles and ovulation in female C57BL/6 mice [22]. Survival data on the oldest C57BL/6 mice we used (24 months) are as follows: males AL (70%), females AL (60%), males CR (90%), and females CR (85%) [20]. The average lifespan of this strain on AL diet is around 30 months; the CR diet extends average lifespan up to 50% [20].

### Global analysis of age-related changes in gene expression: major changes in ovary and minor changes in testis

We first analyzed the global gene expression changes with age by analysis of variance (ANOVA; see Methods for the details) and principal component analysis (PCA; Additional file 2). The most significantly altered 3000 genes in ovary and testis were then selected and presented in the two-dimensional and three-dimensional heatmaps. The heatmaps revealed dramatic gene expression changes in ovary (Figure 1B and 1C), whereas testis showed strikingly limited changes in gene expression over time (Figure 1E and 1F). 

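In a moderated F test between the 7 groups of an organ, 5789 of 14,328 named genes in ovary and 62 of 14,228 in testis had an FDR of at most 0.1. Of the 3000 named genes with the lowest p in each organ, 710 were in both sets. A part of this overlap arises by chance, since 3000 is a large share of the 14,328 and 14,228 named genes. The number expected by chance was not computed, so that 710 does not show an overlap beyond it. The paper based its analysis on a larger set of named genes, where fewer are shared by chance. Its overlap and the 710 here are therefore not directly comparable.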

There was a major alteration of gene expression patterns in ovary between 6 and 16 months (Figure 1B and 1C), which corresponds to the time when ovulation ceases in mice [19]. 

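On the AL diet, 1947 genes were called between 6 and 16 months in ovary, of which 750 increased and 1197 decreased. Between 1 and 6 months 157 genes were called, 56 increased and 101 decreased. Both ovaries at 1 month were on version 2.1 of the array. This count was lower with the array version as a block or without any adjustment for it, and higher with the error variance of the methods' ANOVA. That last setting also took p from a normal distribution, here and below. No gene was called by limma between 16 and 24 months, where 2453 genes had an unadjusted p under 0.05 and 7 genes were called with the error variance of the methods' ANOVA. Each of these comparisons has 2 animals on either side, and the error was pooled over all 14 ovary arrays. The count between 6 and 16 months was 367 with the array version as a block and 102 without any adjustment for it. It was 203 without the AL ovary AMC52 of 6 months and 4053 without the other AL ovary of that age (AMC137). The count between 1 and 6 months ranged from 9 without AMC196 of 1 month to 767 without AMC137, and the count between 16 and 24 months was 128 without AMC131 of 16 months. In testis, 0 genes were called between 1 and 6 months, where 2926 had an unadjusted p under 0.05 and 19 were called with the error variance of the methods' ANOVA. The testis counts were 4 between 6 and 16 months and 2 between 16 and 24 months, and without the AL testis AMC135 of 6 months they were 510 between 1 and 6 months and 528 between 6 and 16 months.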

A simple pair-wise comparison between samples from the youngest (1 month) and the oldest (24 months) animals also revealed a difference in the rate of change between testis and ovary. 

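Between the 2 AL ovaries at 24 months and the 2 at 1 month, 4521 of 35,305 genes were called, 1952 higher and 2569 lower at 24 months, and 1477 of them changed more than 2-fold. At an unadjusted p under 0.05 there were 11,256 genes. Both ovaries at 1 month were on version 2.1 of the array. With the version as a block the count was 4150, and the signals as normalized by the scanner software gave the highest count, 6077. Without AMC167 of 24 months 1302 genes were called, 595 of them over 2-fold, and without the other ovary of that age (AMC174) 5793, 2194 of them over 2-fold.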

There were 4657 genes with significant differential expression between oldest (24 months) and youngest (1 month) females on AL diet; and 1724 of these genes had more than two-fold change in their expression. In contrast, there were only 326 genes with significant differential expression between the oldest (24 months) and youngest (1 month) males on AL diet; and only 122 of these genes had more than two-fold change in their expression. It was also clear from the heatmaps that the difference between AL and CR in each age group was modest. Thus, CR did not suppress age-associated gene expression changes in testis and ovary.

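Between the 2 AL testes at 24 months and the 2 at 1 month, 87 of 38,929 genes were called, 46 higher and 41 lower at 24 months, and 30 of them changed more than 2-fold. At an unadjusted p under 0.05 there were 5300 genes. With the error variance of the methods' ANOVA the count was 200 genes, 73 of them over 2-fold, and the Cy3 channel alone gave 47 genes, 19 of them over 2-fold. Without AMC119 of 24 months 2 genes were called, and without AMC133 of 6 months, which enters only through the error, 196. Of the 87 genes, 22 were also called between 24 and 1 months in ovary, 19 in the same direction and 3 in the opposite direction.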

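Before any adjustment for multiple testing, genes with a change of at least 1.5-fold between CR and AL and an unadjusted p under 0.05 were counted at each age. In ovary, 255 genes were higher and 667 lower under CR at 6 months, 238 were higher and 179 lower at 16 months, and 194 were higher and 238 lower at 24 months. In testis, 59 were higher and 56 lower at 6 months, 75 were higher and 34 lower at 16 months, and 115 were higher and 192 lower at 24 months. At 16 and 24 months the CR testes were extracted on another day than the AL testes, and there a part of the difference due to the day cannot be told apart from the diet.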

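The change from 6 months to 16 and 24 months was compared between the diets over the genes called with age in AL ovaries. Among the genes that increased, the median log2 change was 0.90 on the AL diet and 0.69 on the CR diet, and 99.6% rose on the CR diet. Among the genes that decreased, the medians were -0.69 on the AL diet and -0.49 on the CR diet, and 99.2% fell on the CR diet. These genes were chosen on the AL ovaries, which favours the AL medians. Genes chosen only for their difference between the AL ovaries at 1 and 24 months were therefore compared for the change from 6 to 16 months. Among those that increased, the median log2 change was 0.53 on AL, with 85.3% of genes rising, and 0.63 on CR, with 93.9% rising. Among those that decreased, it was -0.48 on AL, with 96.4% falling, and -0.39 on CR, with 97.3% falling. In testis, 3 called genes increased with age on AL, and all 3 also rose on CR. A single called gene decreased, by a log2 change of -0.63 on AL, and it changed by 0.15 on CR. Of the testis genes chosen for their difference between 1 and 24 months on AL, the 46 that increased had a median log2 change from 6 to 16 months of 0.18 on AL and 0.39 on CR, with 87% rising on CR. The 41 that decreased had medians of -0.11 and -0.36, with 80.5% falling on CR. The CR testes of 6 months were extracted on another day than those of 16 and 24 months, whereas all AL testes share the same day. A part of the CR changes in testis due to the day can therefore not be told apart from age. From the modest difference between the diets at each age in the heatmaps, the paper concludes that CR left the age-associated changes in place.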

To examine organ-specific genes, we first separated genes that were predominantly expressed in ovary or testis from genes that were expressed in both organs. There were 14,438 genes with differential expression between ovary and testis (false discovery rate (FDR) at most 0.1, at least 1.5-fold change in gene expression; see Additional file 3). 

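All 14 ovary arrays were compared with all 14 testis arrays, and 14,263 of 35,308 genes were called, 7042 with higher expression in ovary and 7221 with higher expression in testis. At an unadjusted p under 0.05 there were 29,280 genes. The signals as normalized by the scanner software gave 16,715, and with single arrays left out it stayed between 14,167 and 14,309. The version 2.2 arrays from 6 months on gave 14,248. No day of image extraction holds arrays of both organs. With the day as a random block and the ovary arrays not adjusted for version, 14,142 genes were called (correlation within days 0.0937). A part of the difference due to the day cannot be told apart from the organ.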

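A difference of more than 2-fold was found for 9584 of the called genes, 4260 of them higher in ovary and 5324 higher in testis. Leaving out single arrays kept this count between 9540 and 9633. The share of genes past both criteria among all genes tested was 12.1% for ovary and 15.1% for testis.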

Genes that had a more than two-fold difference in expression between ovary and testis (*N *= 9993), are called 'ovary-associated' and 'testis-associated' genes throughout the analysis below.

### Major trends in gene expression changes with age in ovary

To focus on the differences between young and old ovary, we compared a group of samples from young (1 and 6 months) females with a group of samples from old (16 and 24 months) females on AL diet. 

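The 4 AL ovaries at 1 and 6 months were compared with the 4 at 16 and 24 months. Of 35,308 genes, 3561 were called in this comparison and 13,274 had an unadjusted p under 0.05. The regression on age and diet over all 14 ovary arrays removed 154 of the called genes, for which its p for age was 0.05 or more. With a fit of 1 mean per age and diet group to all 14 arrays, 3700 genes were called before the regression.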

Based on one-factor ANOVA we found 3937 genes that were differentially expressed between young and old ovaries (FDR at most 0.1, at least 1.5-fold change in gene expression level); however, 323 of them did not pass the two-factor linear regression test (*p *< 0.05 for age variable) and therefore were not considered age-dependent. 

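After the regression, 3407 genes were called in ovary, 1539 with increased and 1868 with decreased expression in old age, and 875 of them changed more than 2-fold. Of these, 2207 had a gene name. Among the genes that increased, 51.3% were ovary-associated and 3.38% testis-associated, whereas among those that decreased 18.7% were ovary-associated and 31% testis-associated. Of the 5 called genes with a name that rose most, Gpnmb changed by 4.06 on the log2 scale (standard error 0.38), Ctss by 3.18, Csprs by 2.68, Pla2g7 by 2.66 and Clec7a by 2.55. Of the 5 with a name that fell most, Padi6 changed by -4.20 (standard error 0.38), Gdf9 by -3.86, Oog1 by -3.77, Oog3 by -3.30 and Oog4 by -3.28. For all 10, every old ovary lay on the same side of every young ovary. With the signals as normalized by the scanner software the count was 4849, and with the array version as a block it was 3328. Without AMC167 of 24 months 2074 genes were called, and without AMC137 of 6 months 4059.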

There were 1447 genes that increased and 2167 genes that decreased their expression in the ovary with age, respectively (Figure 2A and Additional file 4). To further characterize these genes, we analyzed functional groups of genes in these sets based on gene ontology (GO) [23] terms (Additional file 5) and information gleaned from the literature. Examples of genes that showed the high differential expressions during aging and were grouped into different functional groups are presented in Additional file 6.

**Figure 2:**
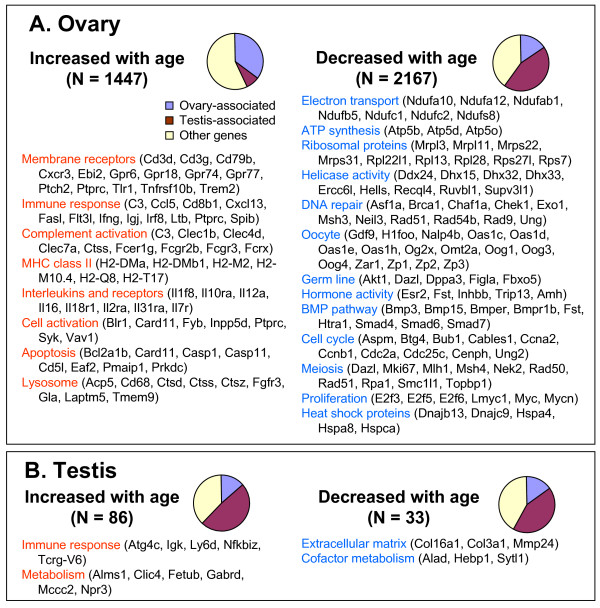
**Functional groups of genes affected by age**. (A) Ovary and (B) testis. Pie charts show the proportion of genes that were over-expressed either in ovary or testis by at least two-fold. Functional categories of genes were assembled from GO annotations and from PubMed.

Groups of genes that increased their expression with age included 'receptor binding' (*N *= 43; mostly membrane receptors), 'defense response' (*N *= 83), and 'immune response' (*N *= 65); see Additional file 5. 

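The groups of genes were taken from the GO terms of the paper's supplementary lists, and their genes were chosen by the study on these same samples, so that their direction is not independent evidence. Of the 65 genes listed for immune response, 64 had a probe, all 64 had higher values in old than in young AL ovaries, and 43 were called here. Their median log2 change was 0.87. Of the 45 genes listed for receptor binding, all 45 had higher values in old ovaries and 28 were called, with a median log2 change of 0.64.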

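The members of 2 gene families were picked by gene name alone. The paper names both families for their rise on these arrays, and both lists were added after the data had been seen. Their p-values are therefore not independent evidence. They were tested with camera, a test of a list of genes against all other genes, among 23 lists with an FDR over the lists. Of 69 measured interleukins and interleukin receptors, 53 had higher values in old AL ovaries, with a mean log2 change of 0.20 (adjusted p = 0.000298). All 5 listed MHC class II genes were measured and 4 had higher values, with a mean of 0.52 (adjusted p = 0.0333). A further test, fry, estimates the correlation between genes from the arrays. It asks whether a list changes, without setting it against all other genes. With fry, the adjusted p was 0.00915 for the interleukins and 0.0438 for MHC class II. In testis neither family was called by either test.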

Examples of genes related to immune response included interleukins and interleukin receptors (Additional file 6A), and major histocompatibility complex (MHC) II (Additional file 6B). MHC-II genes are known to be expressed in the theca layer of growing ovarian follicles, and their expression is increased in postovulatory follicles [24]. 

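In old AL ovaries, Bcl2a1b was higher than in young ones by 1.92 on the log2 scale (standard error 0.45), from 0.51 ± 0.77 to 2.42 ± 0.70 (mean log2 ratio to the reference ± SD, n = 4). Casp1 was higher by 1.11 (standard error 0.33), and Casp11, now named Casp4, by 1.38 (standard error 0.30). All 3 were called, with adjusted p from 0.0149 to 0.0422. The values of the old and young ovaries of Bcl2a1b and Casp11 did not overlap, and those of Casp1 did. With each array left out in turn, Casp1 changed by 0.92 to 1.32 and lost its call in 3 of 14 fits. Of 18 TNF receptors and related genes, 12 were higher in old ovaries, with a mean log2 change of 0.23 (camera, adjusted p = 0.0248, and fry, adjusted p = 0.0243). The paper names several TNF receptors as increased on these arrays, and this list was added after the data had been seen. It is not independent evidence.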

The expression of apoptosis-related genes (for example, *Bcl2a1b*, *Casp1*, *Casp11*) and several tumor necrosis factor (TNF) receptors (Additional file 6E and 6F) also increased with age. Many genes were related to complement activation (innate immune response), including Fc receptors (*Fcrx*, *Fcgr2b*, *Fcgr3*, *Fcer1g*), complement components (*C3*, *C1sb*), lectins (*Clec7a*, *Clec4d*, *Clec1b*, *Clec4a3*, *Lgals3*; Additional file 6D), toll-like receptors (*Tlr1*, *Tlr2*, *Tlr13*), and cathepsins (*Ctss*, *Ctsd*, *Ctsb*, *Ctsz*).

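All 18 genes had higher values in old than in young AL ovaries, with a median log2 change of 1.17 and a range from 0.35 to 3.18, and 14 of them were called. The largest change was that of Ctss, 3.18 (standard error 0.60, adjusted p = 0.00938), from -2.11 ± 0.86 in young to 1.07 ± 1.10 in old ovaries (log2 ratio, SD, n = 4). Of the complement components, C3 changed by 1.89 (standard error 0.50, adjusted p = 0.0277) and C1sb by 0.92 (standard error 0.24, adjusted p = 0.0253). The 4 genes not called were Fcrx, which changed by 1.16 (adjusted p = 0.17), Clec1b by 1.16 (adjusted p = 0.194), Tlr1 by 0.88 (adjusted p = 0.161) and Tlr13, which changed by 0.35. Leaving out 1 array brought a call to Fcrx, Clec1b and Tlr1 in 1 of 14 fits each, and over these fits their changes ranged from 0.44 to 1.60, from 0.90 to 1.69 and from 0.53 to 1.31. Among the called genes, Clec4d lost its call in 9 of 14 such fits, Ctsb in 7, Lgals3 in 6, Clec7a, Fcgr3 and Clec4a3 in 5, Tlr2 in 4 and Fcer1g in 1, none with a change of sign. A less bright probe of Ctsb changed by 0.37 and was not called. At 16 months, the AL ovary AMC48 had lower Fcgr2b, Fcgr3 and Clec1b than the other 3 old ovaries.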

Groups of genes that decreased their expression with age included 'mitochondrion' (*N *= 101), 'protein biosynthesis' (*N *= 98), 'RNA metabolism' (*N *= 91), 'DNA metabolism' (*N *= 128), 'cell cycle' (*N *= 119), and 'response to DNA damage' (*N *= 47) (Figure 2A, Additional files 5, 6J and 6L). 

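Of the 47 genes that the paper's lists give for response to DNA damage, all 47 had a probe and lower values in old than in young AL ovaries, and 28 were called, with a median log2 change of -0.65. For the regulation of cell cycle, 50 of 58 listed genes had a probe, all 50 were lower and 34 were called, with a median of -0.83. For mRNA metabolism, 43 of 54 had a probe, all 43 were lower and 28 were called, with a median of -0.62. For structural constituents of the ribosome, 41 of 49 had a probe, 40 were lower and 19 were called, with a median of -0.59. The study chose these genes on the same samples. The lists for mitochondrion, protein biosynthesis and DNA metabolism as a whole were not analysed here.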

The mitochondrion group included electron transport, adenosine triphosphate (ATP) synthesis, and mitochondrial ribosomal proteins. The protein biosynthesis group included cytosolic and mitochondrial ribosomal proteins. Taken together, a general decline of metabolism is one of the main features of ovary aging.

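Gene lists drawn up from gene families, without reference to these arrays, were compared between young and old AL ovaries. Of 74 genes of mitochondrial electron transport, 60 were lower in old ovaries, with a mean log2 change of -0.27. Of 68 mitochondrial ribosomal proteins, 65 were lower, with a mean of -0.42, and of 80 cytosolic ribosomal proteins, 72 were lower, with a mean of -0.23. The adjusted p in camera was 1.92e-05 for electron transport, 6.86e-15 for the mitochondrial and 3.15e-06 for the cytosolic ribosome, and in fry 0.0361, 0.00696 and 0.0119. With single arrays left out, the means stayed between -0.33 and -0.19 for electron transport, between -0.45 and -0.34 for the mitochondrial and between -0.30 and -0.20 for the cytosolic ribosome, and all 3 lists were called in every fit. On simulated data, electron transport genes shifted by 0.3 were called and none of the other lists was. On the real arrays camera called 15 lists. In other splits of the same AL ovaries it called a median of 7 and up to 16. The paper concludes from the decrease of its mitochondrial and ribosomal groups that metabolism declines as the ovary ages.

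**Figure D1:**
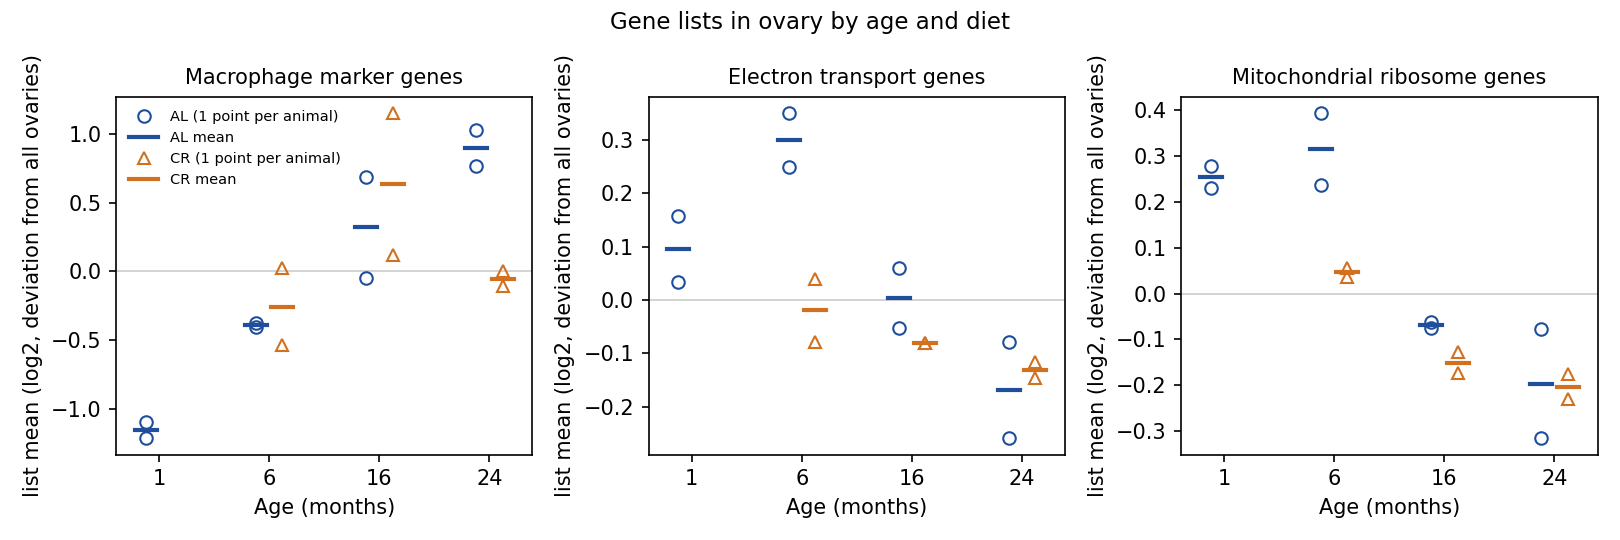
Mean of the macrophage, electron transport and mitochondrial ribosome lists in each ovary, as the log2 deviation from the mean of all ovaries, against age in months. Open circles are AL and triangles CR animals, each point is 1 animal and the bars are means; the AL ovary AMC167 of 24 months has the lowest mitochondrial ribosome value of the old AL ovaries, -0.32.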

Groups of genes that decreased their expression with age also included many oocyte-specific genes: *Oog1*, *Oog3*, *Oog4*, *Zp1*, *Zp2*, *Zp3*, *Nalp5 (Mater)*, *Gdf9*, *Og2x*, *Omt2a*, *H1foo*, *Oas1d*, *Zar1*, *Nalp4b*, and *Oosp1 *(Figure 2A and Additional file 6G, H and 6I). 

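All 15 genes had lower values in old than in young AL ovaries and were called, with log2 changes from -3.86 to -0.79 and a median of -2.57. For all 15, no old ovary overlapped with a young one, and all kept their call with each array left out. Gdf9 went from 5.93 ± 0.61 (log2 ratio, SD, n = 3) to 2.06 ± 1.07 (SD, n = 4), a change of -3.86 (standard error 0.58, adjusted p = 0.00718). Zp2 went from 2.99 ± 0.36 to 0.32 ± 0.41 (SD, n = 4), a change of -2.66 (standard error 0.24, adjusted p = 0.00342). The smallest change was that of Oosp1, -0.79 (standard error 0.20, adjusted p = 0.0227). Less bright probes changed by -0.23 for Zp1, -0.20 for Nalp5 and -0.06 for Oosp1 and were not called. At 16 months, the AL ovary AMC48 had more Gdf9, Og2x, Omt2a and H1foo than the other 3 old ovaries.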

Oogenesin3 (*Oog3*) showed the most dramatic decrease in expression (57.7-fold) from age 1 to 24 months. 

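Oog3 had a log2 ratio of 4.66 in the AL ovary of 1 month in which its spot was usable and of 0.09 ± 0.16 (SD, n = 2) at 24 months, a 23.9-fold decrease (log2 change -4.58). The fall rests on 1 animal of the 1-month group, labelled 17 days old, so that no spread at this age enters a test and none is reported. It was 54.1-fold with the signals as normalized by the scanner software, 57.7-fold in the deposited values and 15.8-fold in the Cy3 channel alone. Without that animal (AMC196) there is no estimate, and with each other array left out in turn the log2 change stayed between -4.69 and -4.25.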

In our earlier comparison of young and old oocytes [18], expression of some of these genes in oocytes decreased with age (for example, *Nalp5*, *Zp3*) but no more than three-fold from 5–6 weeks to 42–45 weeks. 

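From 1 to 16 months on the AL diet, Nalp5 fell from a log2 ratio of 2.60 ± 0.31 to -0.33 ± 0.93 (SD, n = 2), a 7.61-fold decrease (standard error of the log2 change 0.43, adjusted p = 0.0057). Zp3 fell from 2.46 ± 0.30 to -0.15 ± 0.23 (SD, n = 2), a 6.09-fold decrease (standard error 0.21, adjusted p = 0.000469). With each array left out in turn, the log2 change stayed between -3.62 and -2.27 for Nalp5 and between -2.96 and -2.40 for Zp3. A less bright probe of Nalp5 changed by -0.27 and was not called.

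**Figure D2:**
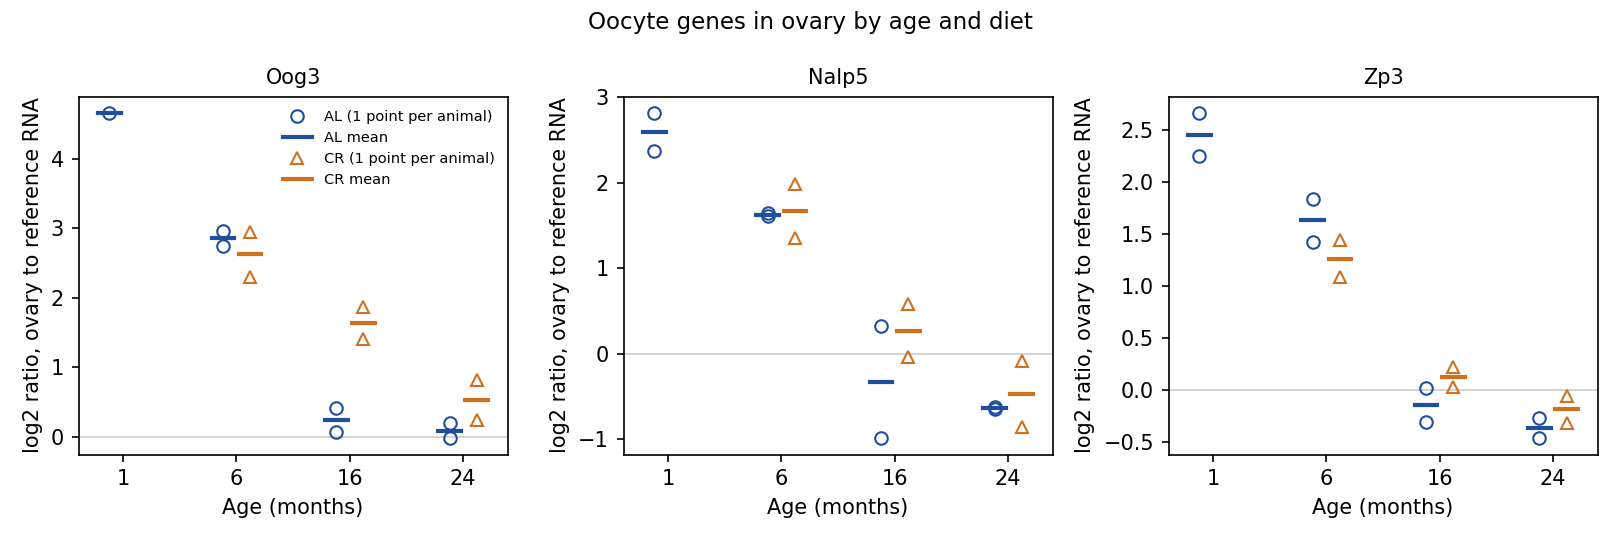
Log2 ratio to the reference RNA of Oog3, Nalp5 and Zp3 in each ovary against age in months. Open circles are AL and triangles CR animals, each point is 1 animal and the bars are means; on the AL diet the mean of Zp3 goes from 2.46 at 1 month to -0.15 at 16 months.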

The current data indicate a larger decrease of expression of these genes in the ovary (for example, 8-fold for *Nalp5 *and 5.3-fold for *Zp3 *within a comparable age interval from 1 to 16 months), which is most likely related to the reduction of the number of oocytes in ovaries with age [25]. 

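In the paper's lists for these groups, 23 of 24 measured genes of helicase activity were lower in old than in young AL ovaries and 15 were called, with a median log2 change of -0.66. All 11 genes of meiosis were lower and 6 were called, with a median of -0.59, and all 5 genes of response to heat were lower and 3 were called, with a median of -0.69. These genes were chosen by the study on the same samples. In gene families picked by name, 51 of 72 heat shock genes were lower, with a mean log2 change of -0.20 (camera, adjusted p = 0.002, and fry, adjusted p = 0.00709). Of 20 genes of the BMP pathway, 13 were lower, with a mean of -0.36, and the list was called by fry (adjusted p = 0.00696) but not by camera (adjusted p = 0.0821). The BMP list was added after the data had been seen, and the paper names this pathway as decreased on these arrays.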

Other groups of genes that decreased expression with age were hormones and hormone receptors, germ-line-specific genes, genes associated with cell cycle, the bone morphogenetic protein (BMP) pathway, helicase activity, meiosis, and heat shock proteins (Figure 2A and Additional file 6J and 6K). Taken together, these gene expression data are consistent with the characteristic decrease in the number of oocytes and follicles in ovaries with age.

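Of the oocyte-specific genes that the paper lists in Table S9, 22 were measured with 1 probe per gene, and 19 were lower in old than in young AL ovaries, with a mean log2 change of -1.37 and a median of -1.26 (camera, adjusted p = 4.56e-07, and fry, adjusted p = 0.00696). The mean of the list per ovary, as the log2 deviation from the mean of all ovaries, was -0.30 in the AL ovary AMC48 of 16 months and between -0.73 and -0.63 in the other 3 old AL ovaries. The paper reads the fall of oocyte, germ-line, hormone and other genes together as compatible with the characteristic loss of oocytes and follicles from the ageing ovary.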

### Major trends in gene expression changes with age in testis

We carried out a similar analysis on testis. 

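The same comparison of the 4 AL testes at 1 and 6 months with the 4 at 16 and 24 months called 5 of 38,984 genes, and 5976 genes had an unadjusted p under 0.05. The regression on age and diet removed 1 of the 5. All AL testes were extracted on the same day. In simulated data with 200 genes changed 2-fold, this comparison found 99% of them. The simulated noise was independent between genes and arrays, so that this share does not give the power on the real arrays.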

Comparison of a group of samples from young (1 and 6 months) males with a group of samples from old (16 and 24 months) males on AL diet with one-factor ANOVA revealed 163 differentially expressed genes (FDR at most 0.1, at least 1.5-fold change in gene expression); however 41 of them did not pass the two-factor linear regression test (*p *< 0.05 for age variable) and therefore were not considered age-dependent. 

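After the regression 4 genes were called in testis with age, 3 increased and 1 decreased. These were Ror2, which changed by 0.99 on the log2 scale (standard error 0.09, adjusted p = 0.0568), Zfp667, which changed by 0.63 (standard error 0.07, adjusted p = 0.0618), and 2 probes without a gene name, which changed by 0.73 and -0.59. For each of the 4, every old testis lay on the same side of every young one. The count was 124 with the error variance of the methods' ANOVA, 89 increased and 35 decreased, 85 with a fit of 1 mean per age and diet group to all 14 testis arrays, 53 increased and 32 decreased, and 0 with the signals as normalized by the scanner software. Without AMC239 of 1 month it was 174, and without AMC80 of 16 months 0. Of the 119 genes in the paper's Table S5, 118 were measured, all 118 changed in the listed direction, 104 had an unadjusted p under 0.05 and 79 changed at least 1.5-fold. That list was chosen on these samples.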

There were 86 genes that increased and 33 genes that decreased their expression in testis with age (Figure 2B and Additional file 7). 

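Of the 4 genes called with age in testis, 3 were also measured in ovary, and none was called in ovary by limma. With the error variance of the methods' ANOVA, 16 genes increased in both organs and 0 decreased in both, and with the fit of 1 mean per age and diet group 14 increased and 2 decreased. Without the testis AMC239 of 1 month, 47 genes increased in both. The difference between the organs in the age effect was tested directly, and it was called for 4300 of 35,298 genes, of which 2936 were among the 3407 genes called with age in ovary. From the small overlap the paper concludes that the age-related changes in testis are mostly specific to that organ.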

Only 10 up-regulated genes and 9 down-regulated genes changed their expression consistently in testis and ovary (Additional file 7), which indicates that major age-related changes of gene expression in testis are mostly organ-specific. Indeed, age-affected genes in testis included a large portion of testis-associated genes (see the pie charts in Figure 2B). 

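With 4 called genes no share can be read for testis. Among genes with an unadjusted p under 0.05 and a change of at least 1.5-fold in old AL testes, 37 of 196 that increased were testis-associated (18.9%) and 90 were ovary-associated (45.9%), and of 67 that decreased 28 were testis-associated (41.8%) and 5 were ovary-associated (7.46%). Among all genes tested, 15.1% were testis-associated.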

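None of the families of immune genes tested was called with age in testis. The macrophage list had a mean log2 change of 0.08, with 13 of 22 genes higher (camera, adjusted p = 0.476, and fry, adjusted p = 0.914), the B and plasma cell list 0.11, with 12 of 18 higher (camera, adjusted p = 0.104, and fry, adjusted p = 0.21), and the T-cell list 0.03, with 11 of 17 higher (camera, adjusted p = 0.454, and fry, adjusted p = 0.43).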

Genes that increased their expression with age included immune response and metabolism (Figure 2B and Additional file 8A and 8B). 

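The paper's lists of genes that decreased in testis hold 3 genes for extracellular matrix, all 3 of them lower in old AL testes with a median log2 change of -0.73, and 3 genes for cofactor metabolism, all 3 of them lower with a median of -0.52. None of them was called here. As a family picked by name, 31 of 50 collagen and matrix genes were lower, with a mean of -0.05 (camera, adjusted p = 0.227, and fry, adjusted p = 0.521). Without AMC135 of 6 months the mean was -0.09 and the family was called (adjusted p = 0.0178).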

Genes that decreased their expression in testis with age included extracellular matrix and cofactor metabolism (Figure 2B; Additional files 8C and 9).

### Effect of CR on gene expression in ovary

To focus on the differences between AL and CR in ovary, we compared a group of ovary samples from females on a CR diet with a group of ovary samples from females on AL diet using one-factor ANOVA as described in Methods and found 123 differentially expressed genes (FDR at most 0.1, at least 1.5-fold change). However, five of these genes did not pass the additional two-factor ANOVA test (*p *< 0.05 for diet factor) and therefore were not considered diet-dependent. This analysis confirmed our observation that CR affected a much smaller set of genes than aging in ovary (Figure 1B), and identified only 34 genes with increased expression and 84 genes with decreased expression by CR (Figure 3A and Additional file 10).

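From 6 months on, the 6 CR ovaries were compared with the 6 AL ovaries of the same ages, with age as a factor in the fit. Of 35,308 genes, 3092 had an unadjusted p under 0.05, 1295 higher and 1797 lower under CR. Since age was a factor in the same fit, no second test on the diet factor was added.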

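At an FDR of at most 0.1 and a change of at least 1.5-fold, 2 genes were called in ovary. Per2 was higher under CR by 1.60 on the log2 scale (standard error 0.18, adjusted p = 0.0702), from -0.68 ± 0.14 to 0.92 ± 0.46 (log2 ratio, SD, n = 6), and Slc35f2 was lower, with a change of -0.71 (standard error 0.08, adjusted p = 0.0702). For both, every CR ovary lay on the same side of every AL ovary. With the error variance not below a moving average, as in the methods, 28 genes were called, 11 increased and 17 decreased. That setting also took p from a normal distribution. Subtracting the age means first, as the methods describe, called 24, 11 increased and 13 decreased. With the array version as a block, or without any adjustment for it, 0 genes were called by limma. Leaving out the AL ovary AMC131 of 16 months gave 0 genes, and leaving out the other AL ovary of that age (AMC48) gave 5. In simulated data with 200 genes changed 2-fold, this comparison found 98.5% of them. The simulated noise was independent between genes and arrays. On the real arrays Sfrp4, Scd1 and Adipoq changed more than 2-fold and were not called, so that this share does not give the power there. Of the 118 genes in the paper's Table S7, 117 were measured, all 117 changed in the listed direction, 91 had an unadjusted p under 0.05 and 76 changed at least 1.5-fold. That list was chosen on these samples.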

**Figure 3:**
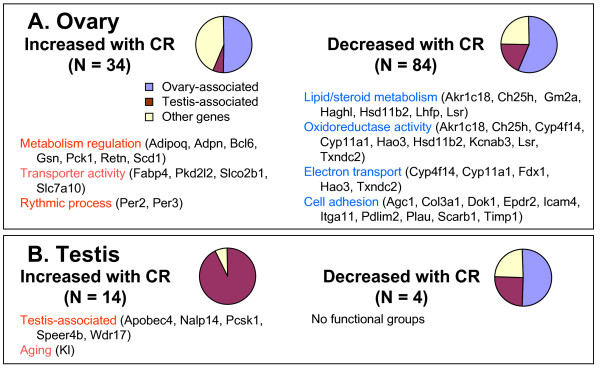
**Functional groups of genes affected by diet (AL versus CR)**. (A) Ovary and (B) testis. Pie charts show the proportion of genes that were over-expressed either in ovary or testis by at least two-fold. Functional categories of genes were assembled from GO annotations and from PubMed.

Consistent with the suppression of ovulation by CR [22], genes that were suppressed by CR in the ovary included *Sfrp4*, *Sgk*, *Lhcgr*, and *Cyp11a1*, which are related to ovarian follicle growth and degradation [26-28]. 

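All 4 genes had lower values in CR than in AL ovaries and none was called. Sfrp4 changed by -2.66 on the log2 scale (standard error 0.59, adjusted p = 0.329), from 3.80 ± 1.00 to 1.14 ± 1.63 (log2 ratio, SD, n = 6). Cyp11a1 changed by -0.87 (standard error 0.25, adjusted p = 0.43), Sgk, now named Sgk1, by -1.13 (standard error 0.33, adjusted p = 0.431) and Lhcgr by -0.54 (standard error 0.28, adjusted p = 0.597). The values of the CR and AL ovaries overlapped for each of them. Sfrp4 in the AL ovary AMC48 of 16 months was lower than in the other 5 AL ovaries. As a list, luteal and steroidogenic genes were lower under CR in 17 of 19 cases, with a mean log2 change of -0.59 (camera, adjusted p = 3.3e-09, and fry, adjusted p = 0.00456). Of the 11 lists that camera called for CR in ovary, 1 of them void (acinar cells), this is the 1 list that fry called.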

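For Oog1, Oog3, Oog4, Zp2, Zp3, Nalp5, Gdf9 and Og2x, the CR ovaries from 6 months on were compared with the AL ovaries of the same ages. All 8 were higher under CR and none was called, with log2 changes from 0.03 for Zp3 (standard error 0.13) to 0.75 for Oog1 (standard error 0.29), a median of 0.51 and adjusted p from 0.522 to 0.948. The groups overlapped for each gene.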

We also noticed that many genes expressed specifically in oocytes showed slower decline in their expression in mice on CR diet than in mice on AL diet (for example, *Oog1*, *Oog3*, *Oog4*, *Zp2*, *Zp3*, *Nalp5*, *Gdf9*, *Og2x*; see Additional file 6H, I and 6J). Although the difference was not significant based on our statistical criteria (FDR at least 0.1, at most 1.5-fold change), the average log-ratio (CR/AL) of the expression of 25 known oocyte-specific genes [29-32] was significantly positive (0.061 ± 0.015, *p *= 0.0006; see Additional file 11). These data are consistent with the retention of a larger number of oocytes in ovaries of CR mice compared with ovaries of AL mice, as implicated by the suppression of ovulation under CR [22]. However, alternative explanations, such as structural changes other than oocyte numbers in CR ovaries, cannot be excluded.

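Over the 25 oocyte-specific genes of Table S9, the mean difference between CR and AL ovaries was 0.20 on the log2 scale, which is 0.060 on the log10 scale, and 21 genes were higher and 4 lower under CR. The standard error over the 25 genes was 0.014 on the log10 scale. The genes come from the same arrays and are not independent replicates. With the diet labels permuted among the animals of each age, an exact two-sided test gave p = 0.12 over 216 arrangements. The mean ranged from 0.10 without AMC131 of 16 months to 0.30 without AMC48 of 16 months, and without the CR ovary AMC34 of 6 months p was 0.0185. The 4 other settings gave means from 0.12 for the Cy3 channel alone to 0.22.

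**Figure D3:**
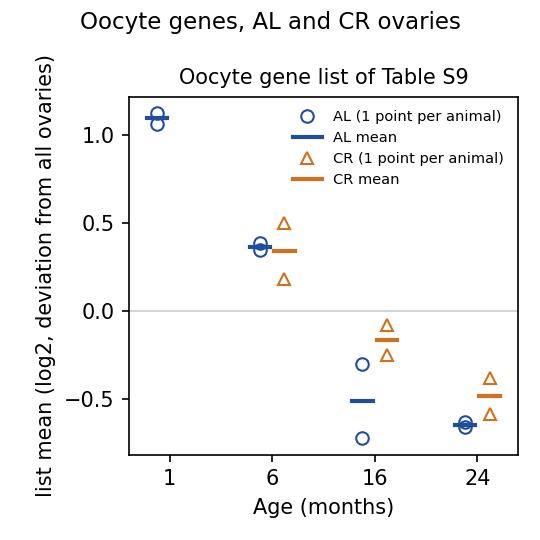
Mean of the oocyte-specific genes of Table S9 in each ovary, as the log2 deviation from the mean of all ovaries, against age in months. Open circles are AL and triangles CR animals, each point is 1 animal and the bars are means; the AL ovary AMC48 of 16 months lies at -0.30, above the other old AL ovaries.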

The expression of metabolism-related genes in the ovary decreased under CR. For example, many mitochondrial genes, including those involved in electron transport, oxidoreductase activity, as well as lipid and sterol-metabolism, decreased their expression in the ovaries of mice on a CR diet (Figure 3A and Additional files 12, 13D, and 13F). 

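The paper's lists hold 5 genes for electron transport, 9 for oxidoreductase activity and 3 for steroid metabolism. Every one of them was lower in CR than in AL ovaries, with median log2 changes of -0.83, -0.72 and -0.87, and none was called here. The study chose them on these samples. As families taken without these arrays, 60 of 73 electron transport genes were lower under CR, with a mean of -0.12 (camera, adjusted p = 2.21e-06), and 59 of 68 mitochondrial ribosomal proteins, with a mean of -0.12 (camera, adjusted p = 5.4e-10). By fry neither was called (adjusted p = 0.378 for each). The CR ovary AMC34 of 6 months had a higher electron transport mean than the other 5 CR ovaries.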

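All 5 genes of cell adhesion in the paper's lists were lower in CR than in AL ovaries, with a median log2 change of -0.64, and none was called here. They were chosen on these samples. Of 50 collagen and matrix genes, a family taken without these arrays, 36 were lower under CR, with a mean of -0.11 (camera, adjusted p = 0.0107, and fry, adjusted p = 0.378).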

Cell adhesion gene expression was also suppressed by CR diet (Figure 3A and Additional files 12 and 13E). On the other hand, CR diet increased the expression of metabolism-related genes (for example, *Adipoq*, *Adpn*, *Fabp4*, *Gsn*, *Mc2r*, *Pck1*, *Per2*, *Per3*, *Retn*, *Scd1*; see Figure 3A and Additional files 12, 13B, and 13C), many of which are known to regulate body weight and food intake. For example, *Retn *and *Scd1 *cause insulin resistance [33,34] and *Scd1 *is induced by a fat-free diet [35]. 

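All 10 genes had higher values in CR than in AL ovaries, with log2 changes from 0.28 to 1.94 and a median of 1.06, and 1 of them, Per2, was called. Scd1 changed by 1.94 (standard error 0.41, adjusted p = 0.299), Adipoq by 1.65 (standard error 0.38, adjusted p = 0.359) and Pck1 by 1.45 (standard error 0.38, adjusted p = 0.373). The changes were 1.07 for Fabp4, 1.05 for Adpn, 0.59 for Gsn and 0.28 for Mc2r. Apart from Per2, the CR and AL values overlapped for each gene, and the highest AL values of Retn and Scd1 were those of AMC167 of 24 months. The CR ovary AMC1 of 24 months had the highest Mc2r of the CR ovaries. Of 30 measured genes of fat cells, 26 were higher under CR, with a mean log2 change of 0.63 (camera, adjusted p = 3.07e-11, and fry, adjusted p = 0.217). This list holds several of the genes named by the paper.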

Adiponectin (*Adipoq*) promotes fatty acid oxidation and glucose uptake and has anti-inflammatory and antiatherogenic effects [36,37]. Gelsolin (*Gsn*) has anti-apoptotic function [38]. *Mc2r *regulates steroidogenesis [39]. *Pck1 *stimulates hepatic glucose output [40]. *Fabp4 *is a transporter of fat molecules [41]. Activation of circadian clock genes (*Per2*, *Per3*) may be related to the regular timing of food supply in CR mice. It has been shown that the *Per2 *gene is one of the major components of the ovarian circadian clock in rats [42].

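Per3 was higher in CR than in AL ovaries by 0.64 on the log2 scale (standard error 0.17, adjusted p = 0.394), from 0.43 ± 0.33 (log2 ratio, SD, n = 5) to 1.03 ± 0.30 (SD, n = 6), with overlapping values. The change of Per2 lay between 1.46 and 1.74 with each array left out, and its call was lost in 10 of 14 fits. A less bright probe of Per2 changed by 0.15 (standard error 0.10) and was not called.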

As an alternative approach to analyzing the data, we compared gene expression levels in ovary between AL and CR conditions for each age group separately, because the above-mentioned analysis comparing all-age pooled data might miss genes responsive to CR in an age-dependent manner. As this analysis was based on two replications only, we expected to see a higher number of false positives. To limit their numbers, we excluded genes that showed contradictory responses to CR at different ages (for details see Methods). By using pair-wise comparisons of log-expression mean values for each age group based on the error variance identified in ANOVA, we found that some metabolism-related genes (*Acacb*, *Dgat2*, *Ces1*, *Ces3*, *Pfkfb3*, and *Pdha1*) were upregulated by CR only in old age (24 months; see Additional file 14). It has been reported that *Dgat2 *is regulated by Leptin and is involved in insulin resistance [43]. 

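At 24 months, all 6 genes were higher in the 2 CR than in the 2 AL ovaries, and neither CR ovary overlapped with the AL ovaries for any of them. Ces3 was called, with a log2 change of 1.27 (standard error 0.10, adjusted p = 0.00411), and it was not called in the Cy3 channel alone. The other log2 changes were 1.85 for Dgat2 (adjusted p = 0.594), 1.53 for Acacb (adjusted p = 0.655), 1.12 for Ces1 (adjusted p = 0.528), 1.10 for Pfkfb3 (adjusted p = 0.107) and 0.89 for Pdha1 (adjusted p = 0.714). Of all genes, 5 were called at this age. The others were Slc40a1 (log2 change -1.14), Slc35f2 (-0.98) and the immunoglobulin light chain genes Igk (2.31) and Igkc (1.76), named after their values were seen. Without the CR ovary AMC25 182 genes were called, and the error variance of the methods' ANOVA called 40. Leaving out 1 array brought a call to Pfkfb3 in 3 of 14 fits, with its change between 1.00 and 1.20, and to Acacb, Dgat2, Ces1 and Pdha1 in 1 fit each, with changes from 0.80 to 2.25, 1.11 to 2.58, 0.67 to 1.58 and 0.50 to 1.27.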

*Acacb *and *Pfkfb3 *are also involved in the regulation of metabolism [44-46]. In contrast, the expression of relaxin receptor *Lgr7*, which stimulates appetite in rats [47] and dystrophin related protein *Drp2 *was upregulated by CR only in young females. Similarly, a large group of genes (*N *= 166) were downregulated by CR only in the ovary of young females (6 months). These genes included many metabolism genes (for example, *Akr1c18*, *Acox3*, *Ch25h*, *Cox6a1*, *Fdx1*, *Olr1*, *Pigt*, *Sdc1*) and genes that are expressed in ovarian follicles (*Cdkn1b*, *Cdkn2b*, *Mif*, *S100a6*, *Saa1*, and *Star*) [27,48-51]. This group of genes also included *Sfrp4*, which is expressed in corpus luteum [52], genes involved in extracellular matrix (*Adamts4*, *Adamts12*, *Col3a1*, *Col4a1*, *Lamc1*, *Mmp2*, *Mmp9*, *Sparc*, *Timp1*), and nucleosome assembly (*Hist1h2aa*, *Hist1h2bn*, *Hist1h4d*, *Hist1h4h*, *Hist1h4m*, *Hist2h4*, *Myst3*), which may be indirectly related to follicle growth and degradation. 

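At 6 months, Lgr7, now named Rxfp1, was higher in the 2 CR than in the 2 AL ovaries by 1.80 on the log2 scale (standard error 0.41, adjusted p = 0.191), from 1.66 ± 0.06 to 3.46 ± 0.39 (log2 ratio, SD, n = 2). Drp2 was higher by 0.37 (standard error 0.10, adjusted p = 0.286), and its probe was well above background on 75% of the arrays compared. Neither was called.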

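At 6 months, 48 genes were called between CR and AL ovaries, 46 lower and 2 higher under CR, after 7 genes with an opposite change at another age were excluded. At an unadjusted p under 0.05, 2433 genes were lower and 1106 higher. The count was 120 with the error variance of the methods' ANOVA, 107 lower and 13 higher, and 0 by limma with the array version as a block or without any adjustment for it. Without the AL ovary AMC137 of 6 months it was 1215, and without AMC152 of the 16-month CR group, which enters only through the error, it was 0. In simulated data with 200 genes changed 2-fold, this comparison found 86.5% of them. The simulated noise was independent between genes and arrays. On the real arrays Akr1c18 and Sfrp4 changed more than 2-fold and were not called, so that this share does not give the power there. At 16 months 3 genes were called, all of them higher under CR, and 0 with the array version as a block. The count at 16 months was 281 without the AL ovary AMC131 of that age.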

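All 14 genes were lower in the 2 CR than in the 2 AL ovaries at 6 months, without overlap, with log2 changes from -3.69 to -0.37 and a median of -1.08. Ch25h was called, with a change of -1.04 (standard error 0.15, adjusted p = 0.0849), and it lost the call in 8 of 14 fits with 1 array left out and in all 3 other settings. The largest change was that of Akr1c18, -3.69 (standard error 0.64, adjusted p = 0.11), from 4.39 ± 0.16 to 0.69 ± 0.16 (log2 ratio, SD, n = 2). It was called in 3 of 14 fits with 1 array left out, where its change lay between -3.92 and -3.46, and with 3 of 4 other settings. Star changed by -1.46 (standard error 0.32, adjusted p = 0.179) and S100a6 by -2.47 (standard error 0.51, adjusted p = 0.165). Each of 9 further genes of the 14 was called in 1 of the 14 fits.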

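Of the 17 genes, 15 had a probe, and Hist1h4h and Hist1h4m had none under these names. All 15 were lower in the 2 CR than in the 2 AL ovaries at 6 months, with log2 changes from -3.76 to -0.42 and a median of -0.83. Sfrp4 changed most, by -3.76 (standard error 0.83, adjusted p = 0.187), from 4.14 ± 0.51 to 0.39 ± 0.17 (log2 ratio, SD, n = 2). Col3a1 was called, with a change of -1.50 (standard error 0.25, adjusted p = 0.0922), and it lost the call in 13 of 14 fits with 1 array left out and in 2 of 3 other settings. Hist2h4 was called, with a change of -0.79 (standard error 0.09, adjusted p = 0.0544), and it lost the call in 3 of 14 fits and in 2 of 3 other settings. The fits with 1 array left out brought a call to Sfrp4 in 3 cases, with its change between -4.19 and -3.32, to Timp1 in 2 cases, with its change between -2.50 and -1.15, and to 7 further genes in 1 case each. Luteal and steroidogenic genes as a list, as the log2 deviation from the mean of all ovaries, had a mean of 0.55 in the AL ovaries and -0.33 in the CR ovaries at 6 months. The 2 AL ovaries differed by 0.11 and the 2 CR ovaries by 0.28.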

The decrease of expression of these genes is consistent with the repression of ovulation by CR in young females.

As mentioned in the introduction, it is of major interest whether CR can delay or abolish age-associated alterations of gene expression. However, the number of genes altered in the ovary both by age and CR over the entire lifespan was very small (*N *= 18; see Additional file 10), which suggests a lack of interaction between these processes. However, we found more interaction between CR and aging by considering age-specific effects of CR in ovaries (Figure 4 and Additional file 14). 

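Neither of the 2 genes called for CR over all ages in ovary was called with age, and both changed with CR in the direction of their change with age. Across 35,308 genes, the CR difference at 6 months went with the age effect with a correlation of 0.42. The 2 comparisons share the AL ovaries of 6 months, and simulated data without any change gave a correlation of 0.34 from this sharing alone. With the age effect taken from the other AL arrays, the correlation was 0.17. The genes are not independent replicates.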

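At 6 months, 1 of the 48 genes called for CR in ovary was also called with age, in the same direction. Over all 48 genes, 40 changed with age in the direction of their change under CR. Without the AL ovary AMC137 of 6 months 272 genes were called for both. With the age effect taken from AL arrays that are not part of the comparison at 6 months 6 genes were called for both, 1 of them in the same direction and 5 in opposite directions.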

Among 35 genes affected by both age and CR at 6 months, the majority (91%, *N *= 32) changed their expression in the same direction in old age and under CR (Figure 4A). As most of these genes decreased with both age and CR (*N *= 30) and included genes related to follicle growth and ovulation (see above), we suggest that CR at a young age causes premature decline of ovarian function, especially repression of follicle growth and ovulation. However, at older ages CR caused some anti-aging effects in ovaries: of 20 genes whose expression depended on both age and diet at the age of 16 or 24 months, 13 genes changed their expression in the opposite direction in response to age and CR (Figure 4 and Additional file 14). For example, *Clec4d*, *Crb2*, *Csprs*, *Lefty1*, *Mcpt5*, *Sfrp4*, and *Upk1b *increased their expression with age but were suppressed by CR.

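At 16 and 24 months together, 2 genes were called for CR and for age in ovary, both in opposite directions and both at 16 months. With the age effect taken from AL arrays outside the comparison 0 genes were called for both, and without the AL ovary AMC131 of 16 months 23. Across genes, the correlation of the CR difference with the age effect was 0.10 at 16 months and -0.11 at 24 months, against -0.35 and -0.33 in simulated data without change, and 0.22 and -0.11 with the age effect from the other AL arrays. From the genes of its own lists that moved in opposite directions, the paper concludes that CR had some anti-aging effects in old ovaries.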

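All 7 genes had higher values in old than in young AL ovaries and 6 were called, Csprs with the largest log2 change, 2.68 (standard error 0.58, adjusted p = 0.0138). Other probes of Csprs changed by 0.240, 0.465 and 1.826 with age, the first 2 of these under 1.5-fold. Under CR at 24 months the same probes changed by 0.110, -0.023 and -0.180. Sfrp4 was not called with age, with a change of 1.31 (standard error 1.05, adjusted p = 0.41). The calls of Crb2 and Upk1b were lost in 7 of 14 fits with 1 array left out, that of Crb2 also in the Cy3 channel alone, that of Lefty1 in 2 and that of Clec4d in 9, and in the old AL group Upk1b was lowest in AMC48. Under CR, 4 of the 7 were lower than under AL at 16 months and 6 at 24 months, and none was called. At 16 months the changes ranged from -3.27 for Sfrp4 (adjusted p = 0.362) to 0.20 for Crb2 and Clec4d. Upk1b, higher by 0.14, was lower in all 3 other settings (-0.35 to -0.29). At 24 months the changes ranged from -2.51 for Clec4d (adjusted p = 0.552) to 0.00 for Lefty1. Leaving out 1 array brought a call to Mcpt5 at 16 months in 1 of 14 fits, with its change between -1.12 and -0.83, to Sfrp4 at 16 months in 1 fit, with its change between -4.73 and -1.81, and to Crb2 at 24 months in 1 fit, with its change between -1.10 and -0.44.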

**Figure 4:**
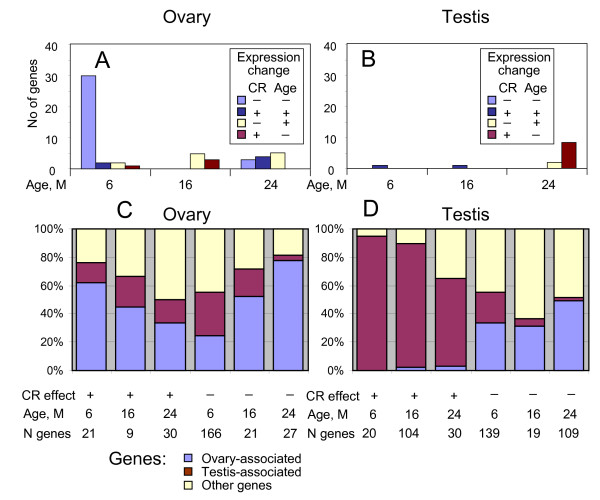
**Age-specific effect of diet (AL versus CR)**. (A), (B) Numbers of age-dependent genes which were also affected by diet at specific age from 6 to 24 months in ovary and testis, respectively. (C), (D) Proportion of genes that were over-expressed either in ovary or testis, respectively, by at least two-fold among genes that were increased or decreased by CR at specific age from 6 to 24 months.

### Effect of CR on gene expression in testis

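From 6 months on, the 6 CR testes were compared with the 6 AL testes of the same ages, with age as a factor. Of 38,982 genes, 3814 had an unadjusted p under 0.05, 2073 higher and 1741 lower under CR. The CR testes of 16 and 24 months were extracted on a day of their own, so that with the day as a block the diet effect rests on the animals of 6 months.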

We next focused on the differences between AL and CR in testis, and compared a group of samples from males on a CR diet with a group of samples from males on an AL diet using one-factor ANOVA (as described in Methods) and found 21 differentially expressed genes (FDR at most 0.1, at least 1.5-fold change). However, two of these genes did not pass the additional two-factor ANOVA test (*p *< 0.05 for diet factor) and therefore were not considered diet-dependent. 

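No gene was called by limma between CR and AL testes at the FDR and fold criteria, and the error variance of the methods' ANOVA called 0 as well. Subtracting the age means first, as the methods describe, called 10 genes, 2 increased and 8 decreased, and the day of image extraction as a block called 5, 4 increased and 1 decreased. With each array left out in turn 0 genes were called. In simulated data with 200 genes changed 2-fold, this comparison found 99.5% of them. The simulated noise was independent between genes and arrays, so that this share does not give the power on the real arrays.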

There were 15 genes that increased and 4 genes that decreased their expression in the testes of mice on a CR diet (Figure 3B and Additional files 13G, H, I, and 15). There was no overlap between genes that responded to CR in ovary and testis, which implies that the effect of CR is specific to testis or ovary, and suggests that there are no universal effects of CR in gonads.

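With 2 genes called in ovary and 0 in testis, no overlap of the called genes can arise. The difference between the organs in the CR effect was tested directly, and it was called for 8 of 35,296 genes, 3 with a more positive change in ovary and 5 with a more positive change in testis, while 4121 had an unadjusted p under 0.05. From the lack of shared genes the paper proposes that CR acts on each gonad in its own way.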

Among genes activated by CR in testis, the majority were testis-associated (93%, *N *= 14; Figure 3B and Additional file 14). These genes included two metabolism-related genes, *Pcsk1*, which is directly involved in converting proinsulin to insulin [53], and *Apobec4*, as well as genes involved in spermatogenesis (*Nalp14*, *Speer4b*) [54,55].

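Since no gene was called over all ages in testis, genes with an unadjusted p under 0.05 and a change of at least 1.5-fold were counted. Of these, 4 were higher under CR and all 4 were testis-associated, and 25 were lower and all 25 were ovary-associated.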

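All 4 genes had higher values in CR than in AL testes and none was called. Apobec4 changed by 0.45 on the log2 scale (standard error 0.07, adjusted p = 0.239), from 2.90 ± 0.17 to 3.34 ± 0.10 (log2 ratio, SD, n = 6) without overlap, and its lowest AL value was that of AMC135 of 6 months, at 2.55. Speer4b changed by 0.62 (standard error 0.19, adjusted p = 0.357), Pcsk1 by 0.36 (standard error 0.28, adjusted p = 0.714) and Nalp14 by 0.20 (standard error 0.15, adjusted p = 0.711), with overlapping values. Other probes of Speer4b changed by 0.077 and -0.015 and were not called.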

Analysis of age-specific responses of gene expression to CR in testis revealed additional genes affected by diet (Additional file 16). To limit false positives, we excluded genes that showed contradictory responses to CR at different ages (for details see Methods). Genes that were suppressed by CR in testis at various ages included genes associated with the immune response (*Ccl11*, *Ccl8*, *Clec4e*, *Clec7a*, *Cxcl5*, *Gbp4*, *Ifit2*, *Osm*, *Tlr2*, *Tlr7*) and cellular morphogenesis (*Creg1*, *Esm1*, *Krt1-17*, *Nov*, *Osm*). 

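None of the 14 genes was called at any age. At 6 months 3 of them were lower in the 2 CR than in the 2 AL testes, with a median log2 change of 0.06, at 16 months 12 were lower, with a median of -0.16, and at 24 months 12 were lower, with a median of -0.25. The largest decrease was that of Ccl8 at 6 months, -1.03 (standard error 0.23, adjusted p = 0.282), and this gene was called in 1 of 14 fits with 1 array left out, with a change of -1.30. At 24 months Cxcl5 changed by -0.76 (standard error 0.18, adjusted p = 0.161), Creg1 by -0.68 (standard error 0.23, adjusted p = 0.243) and Nov by -0.59 (standard error 0.10, adjusted p = 0.106). Nov was called without the CR testis AMC207, with a change of -0.64. With the signals as normalized by the scanner software and with the deposited values, Ccl11, Clec7a, Cxcl5, Gbp4, Esm1, Krt1-17 and Nov were called at 24 months. The probe of Ccl11 was well above background on 50% of the arrays compared. At 16 and 24 months a part of the difference due to the day of image extraction cannot be told apart from the diet.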

The majority of genes activated by CR were testis-associated, especially at younger ages (6–16 months), whereas only a few testis-associated genes were suppressed by CR (Figure 4D). 

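The genes called at single ages in testis were few, namely 2 at 6 months, 3 at 16 months and 6 at 24 months. At 24 months 5 of the 6 were testis-associated, and all 6 were higher under CR. They were Hoxa4 (log2 change 0.82), Col26a1 (0.83), 3 genes known by clone names and a probe without a name (1.61), chosen for mention after their values were seen. Without the CR testis AMC207 of 24 months 129 genes were called at that age, without AMC135 of 6 months 279 at 6 months, and without AMC80 of 16 months 15 at 16 months. At 24 months the signals as normalized by the scanner software gave 269 genes, 124 higher and 145 lower. Among genes with an unadjusted p under 0.05 and a change of at least 1.5-fold, the testis-associated share of those higher under CR was 81.4% at 6 months, 73.3% at 16 months and 58.3% at 24 months. Of those lower under CR it was 19.6%, 47.1% and 20.3%, against 15% among all genes tested.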

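Of the 15 genes, 10 were higher in the 2 CR than in the 2 AL testes at 6 months and 10 at 16 months, and 12 at 24 months, with median log2 changes of 0.04, 0.19 and 0.24. At 24 months Emid2, which is Col26a1, was called, with a change of 0.83 (standard error 0.12, adjusted p = 0.0893), and it lost the call in 11 of 14 fits with 1 array left out and in the Cy3 channel alone, and a less bright probe changed by 0.04. The largest change was that of Grin2b at 24 months, 1.50 (standard error 0.43, adjusted p = 0.215). Cpt1b changed by 0.66 at 24 months (standard error 0.15, adjusted p = 0.165) and Catsper4 by 0.53 at 16 months (standard error 0.18, adjusted p = 0.607). With the signals as normalized by the scanner software and with the deposited values, Sytl1 and Pdgfd were called at 24 months and Folh1 and Si at 16 months. The probe listed for Si carries the gene name Pmel in the current annotation.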

Over-represented functional groups of genes activated by CR included ion transport (*Catsper4*, *Chrna9*, *Emid2*, *Grin2b*, *Kcnn2*, *Kcnn3*, *Kcnu1*, *Sytl1*) and carboxylic acid metabolism (*Acot12*, *Cpt1b*, *Folh1*, *Gls2*, *Pdgfd*, *Si*, *Tdo2*). These data clearly show that testicular functions are not harmed even under low-energy conditions. There were only 12 genes affected by both age and CR in testis, and the majority of them (*N *= 10) changed in opposite directions with age and CR in the oldest group of males (24 months); see Figure 4B.

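No gene was called for CR at any age and for age in testis by limma. Of the 6 genes called at 24 months, 2 changed with age in the direction of their change under CR. Without the AL testis AMC125 of 16 months 3 genes were called for both at 24 months. Across 38,957 genes, the correlation of the CR difference at 24 months with the age effect was -0.44, against -0.36 in simulated data without change, since the comparisons share the AL testes of 24 months, and it was -0.08 with the age effect from the other AL arrays. The genes are not independent replicates.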

### Expression of genes associated with aging, DNA repair, and heat shock response

To look at the data from a different perspective, we examined genes that are known to be associated with aging (for example, *Sirt *gene family [56]) as well as genes involved in repair and control of DNA and the response to heat shock, because they are potential indicators of the aging process. The list of these genes (Additional file 17, *N *= 218) was obtained by combining information from GO annotations, Bioscience Corporation [57] and the literature [58]. Examples of gene expression patterns for these genes are given in Additional file 18. 

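Of the 218 genes of Table S13, 217 were measured in both organs. Of these, 85 were testis-associated (39.2%) and 23 were ovary-associated (10.6%). Adjusted over the list alone, the counts were the same. With the deposited values 103 were testis-associated. With single arrays left out, from 82 to 86 were testis-associated and from 22 to 24 ovary-associated.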

A large portion of these genes contained testis-associated genes (47%, *N *= 103), and only a small portion of genes (10%, *N *= 22) was associated with ovary (Additional file 17). Expression of these genes is probably linked to reproducing germ cells, which are abundant in testis and absent in ovary. For example, Fanconi anemia gene *Fancd2 *and breast cancer gene *Brca2 *had a higher expression in testis than in ovary (Additional file 18A). However, some genes were over-expressed in ovary, including the alpha thalassemia gene *Atrx*, which is known to be involved in chromatin regulation [59] (Additional file 18A). 

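Fancd2 had a log2 ratio of 2.22 ± 0.19 in testis and -0.89 ± 0.40 in ovary (SD, n = 14), a difference of -3.11 between ovary and testis (standard error 0.12, adjusted p = 1.29e-20). Brca2 had 1.07 ± 0.23 in testis and -0.70 ± 0.40 in ovary (SD, n = 14), a difference of -1.77 (standard error 0.12, adjusted p = 2.82e-14). For neither gene did the organs overlap.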

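Atrx had a log2 ratio of 0.85 ± 0.23 in ovary and -1.81 ± 0.18 in testis (SD, n = 14), a difference of 2.66 (standard error 0.08, adjusted p = 1.74e-23), and the organs did not overlap.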

*Sirt1 *and *Sirt2 *had a higher expression in testis than in ovary, and *Sirt6 *was expressed more in ovary than in testis (Additional file 18B). 

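Sirt2 was lower in ovary than in testis by a log2 difference of -1.48 (standard error 0.16, adjusted p = 6.38e-10) and was called. Sirt1 differed by -0.56 (standard error 0.09, adjusted p = 1.64e-06) and Sirt6 by 0.49 (standard error 0.14, adjusted p = 0.00225), both under 1.5-fold, and they were not called. With each array left out in turn, Sirt1 passed 1.5-fold in 4 fits, with its difference between -0.61 and -0.52, and Sirt6 in 2 fits, with its difference between 0.37 and 0.60. The values of the organs overlapped for all 3.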

Different sets of telomere-maintenance genes were over-expressed in ovary and testis (Additional file 18C). 

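Terf1 was lower in ovary than in testis by a log2 difference of -2.81 (standard error 0.08, adjusted p = 1.11e-23), and the organs did not overlap. Terf2 differed by -0.46 (standard error 0.11, adjusted p = 0.000388), under 1.5-fold. Tep1 was higher in ovary by 0.60 (standard error 0.06, adjusted p = 1.09e-09) and was called, and it lost the call in 8 fits with 1 array left out, where its difference lay between 0.51 and 0.68.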

Testis had over-expression of *Terf1 *and *Terf2*, whereas ovary had a slightly higher expression of *Tep1*.

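Of the 217 measured genes of Table S13, 50 were called between young and old AL ovaries, 47 lower and 3 higher in old ovaries, and over all 217 genes 173 were lower. Adjusted over the list alone, 48 lower and 3 higher genes were called. With the deposited values 66 were lower and 8 higher. Without AMC167 of 24 months 36 were lower and 1 was higher, and without AMC48 of 16 months 5 were higher. Of the genes that the paper names, Brca1 changed by -1.12 on the log2 scale (standard error 0.20, adjusted p = 0.00813), Sirt6 by -1.05 (standard error 0.15, adjusted p = 0.00555), Fancd2 by -0.69 (standard error 0.18, adjusted p = 0.029) and Atr by -0.60 (standard error 0.19, adjusted p = 0.0504). Prkdc changed by 0.76 (standard error 0.21, adjusted p = 0.0315). Brca2, with a change of -0.58, Dnajc6, with 0.49, and Dnajb12, with 0.48, stayed below 1.5-fold and were not called. With 1 array left out, Atr lost its call in 6 of 14 fits, Fancd2 and Prkdc in 1 each, Brca2 gained a call in 7, with its change between -0.78 and -0.47, and Dnajb12 gained a call in 1, with its change between 0.36 and 0.59. Atr was not called in the Cy3 channel alone. A less bright probe of Brca1 changed by 0.37 and a less bright probe of Prkdc by -0.31, opposite to the brighter probes.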

The majority of genes that were affected by aging in ovary decreased their expression with age (*N *= 67; for example, *Atr*, *Brca1*, *Brca2*, *Sirt6*, and *Fancd2*) and only a few genes (*N *= 8; for example, *Prkdc*, *Dnajc6*, and *Dnajb12*) increased their expression with age (Additional file 17). This result was expected because most DNA repair genes are associated with germ-line cells, which decreased in numbers in ovaries with age. 

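Of the same list of 218 genes, limma called 0 with age in testis, where 35 had an unadjusted p under 0.05, and 0 for CR in testis, where 14 had one. For CR in ovary it called 0 as well, with 33 at an unadjusted p under 0.05, and 1 adjusted over the list alone. With the error variance of the methods' ANOVA, 1 gene was called for CR in ovary and 0 in the other 2 comparisons. No leaving out of a single array brought a call in any of the 3.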

Only a few genes related to aging, DNA repair, and heat shock changed their expression with age in testis, or with diet in either ovary or testis.

## Discussion

Global expression profiling of nearly all genes has captured genome-wide trends in gene expression during aging and its modification by CR in ovary and testis. The current study has revealed large age-related changes of gene expression in ovary compared with very limited changes in testis. In ovary, oocyte- and germ-line-specific genes decreased their expression with age, whereas genes related to membrane receptors and immune response increased their expression with age. The difference between ovary and testis reflects in part the dramatic changes of tissue composition in ovaries than in testes. During the course of life, ovaries undergo progressive changes of tissue compositions owing to changes in the number of follicles and atretic follicles, and in the amount of interstitial and stromal scar tissues, and vasculatures. It is thus important to point out that the gene expression profiles of a whole ovary reflect compounding effects of changes in tissue compositions and changes in gene expression of cells constituting each tissue type.

The current work presents the first global gene expression profile of aging testis, along with a comprehensive profile of aging ovary. Previous reports on aging testis in rodents are limited to a small number of genes (see, for example, [60,61]). Therefore, global gene expression profiles of aging testis in AL and CR conditions will provide useful information for further data mining. In the case of ovary, there have been some reports on global expression profiling of aging ovary and oocytes. Age-associated gene expression changes detected in the current work are comparable with those reported in previous reports. Of 545 genes with symbols that decreased their expression in adult ovaries (4–6 months) compared with newborn ovaries [62], 73 showed decreasing expression with age in our experiments, and only 10 genes showed increasing expression. Some discrepancies in these data sets were expected because different microarray platforms and ages of mice were used in different studies. For example, among the genes identified as differentially expressed in ovaries between 1.5- and 8-month-old mice [19], only a few genes (e.g., *Gata3*) were confirmed in our study.

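Gata3 was higher in old than in young AL ovaries by 0.74 on the log2 scale (standard error 0.10, adjusted p = 0.00529), from -2.60 ± 0.17 to -1.86 ± 0.13 (log2 ratio, SD, n = 4), without overlap. With each array left out, the change stayed between 0.66 and 0.82.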

### Does gonad age in a similar manner to other somatic organs?

A long-standing view of 'immortal germ line versus mortal soma' poses an important question of whether the reproductive tissues age in a similar manner to the somatic tissues. Among the six functional categories of genes commonly altered in human muscle, kidney, and brain [1], our analysis revealed that only two categories consistently changed in ovary. Genes related to complement activation were upregulated and genes related to mitochondrial electron transport chain were downregulated. 

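Of the 35 listed genes of complement, 26 were measured in ovary (74.3%), too few for a test of the list, so that its result (mean log2 change 0.25, 16 of 26 genes higher in old AL ovaries) is void. By camera it had an adjusted p of 0.0248 and by fry 0.123. The named genes C3 and C1sb were called. For electron transport, the adjusted p in camera with single arrays left out ranged from 6.58e-07 to 0.000225.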

The similarity in response of genes related to complement activation may be superficial, because many of these genes have ovarian-specific functions related to follicle development, ovulation, and corpus luteum formation and degradation [63,64] rather than defense against pathogens. As for other functional categories, genes associated with extracellular matrix and cytosolic ribosomes decreased their expression with age in ovary (Additional file 5), which is opposite to the trend in somatic organs, whereas the remaining two categories, cell growth and chloride transport, showed no consistent age-related trend in ovaries. 

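Of 50 collagen and matrix genes, 37 were lower in old than in young AL ovaries, with a mean log2 change of -0.31 (camera, adjusted p = 0.00546, and fry, adjusted p = 0.0119). With single arrays left out the mean stayed between -0.37 and -0.25, and with the deposited values it was -0.26 and the list was not called. The 10 cytosolic ribosome genes of the paper's list that had a probe were all lower, with a median of -0.21, and none of them was called as a single gene. Of 36 chloride transport genes, 18 were higher and 18 lower, with a mean of -0.02 (camera, adjusted p = 0.612, and fry, adjusted p = 0.903). Under the other settings this mean was between -0.02 and 0.11.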

In testis, we observed no significant changes in any of these functional groups of genes. 

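In testis, the mean log2 change between young and old AL animals was -0.05 for electron transport (72 genes, camera, adjusted p = 0.137, and fry, adjusted p = 0.657), -0.04 for the cytosolic ribosome (80 genes, adjusted p = 0.339 and 0.897), 0.06 for chloride transport (36 genes, adjusted p = 0.379 and 0.43) and -0.02 for the mitochondrial ribosome (63 genes, adjusted p = 0.454 and 0.897). Neither tool called any of the 23 lists with age in testis at an FDR of at most 0.05. At 0.1, camera would call the fat-cell list (adjusted p = 0.0964) and fry the oocyte list (adjusted p = 0.0743). Without AMC119 of 24 months, electron transport was called with a mean of -0.08 and the cytosolic ribosome with a mean of -0.08. Without AMC135 of 6 months both were called as well, and without AMC239 of 1 month electron transport was. The complement list was void in testis too, with 77.1% of its genes measured.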

Apparently the number of genes affected by age was limited. Taken together, these data indicate that aging of gonads generally shows a different pattern of gene expression changes than aging of somatic organs. Testis ages little by our criteria and thus seems to support the idea of immortal germ line versus mortal soma. Ovary shows dramatic age-associated changes in gene expression with some similarity to somatic organs, but the interpretation of the data is complicated by the fact that ovary aging is dominated by the progressive loss of follicles during the reproductive lifespan. Indeed, our earlier microarray study comparing oocytes isolated from young mice with oocytes isolated from old mice shows only moderate gene expression changes with age: of around 22,000 genes examined there were only 99 genes with a more than two-fold change between old and young oocytes [18].

### Does CR delay age-associated gene expression changes in gonad?

It has been reported that CR can slow down age-associated changes of gene expression. For example, the analysis of muscle showed that age-related changes in expression are mostly suppressed by CR [5]. On the other hand, there has also been a report that such CR-effects on gene expression levels are rather limited [6]. It is thus of great interest to determine whether CR can delay the age-associated changes in our gonad aging data. From a global perspective, the current microarray data indicate that such CR-mediated reversal of age-associated gene expression changes is limited to a small number of genes in ovary and testis. However, the interpretation of the data is complicated, especially for ovary, owing to the fact that CR represses ovulation [22]. Considering the significant effects of long-term arrest of cycles on ovary, it is most likely that the observed gene expression changes are the compounding results of direct CR effects on ovary and indirect ovulation suppression effects.

### Is the effect of CR on gene expression in gonads similar to that in somatic organs?

Comparison of our results with published data on the effect of CR on gene expression in liver [65] and heart [66] showed that sets of genes affected by CR are mostly organ-specific. There were only a few common genes affected in a similar manner by CR in ovary and other organs. 

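In ovary, Sfpq was higher under CR than under AL by 0.90 on the log2 scale (standard error 0.14, adjusted p = 0.159), from -0.44 ± 0.24 to 0.46 ± 0.33 (log2 ratio, SD, n = 6) without overlap, and Inmt was higher by 0.47 (standard error 0.23, adjusted p = 0.582). Neither was called over all ages. Sfpq was called at 16 months, with a change of 1.43 (standard error 0.13, adjusted p = 0.0499), and over all ages in the Cy3 channel alone. With the array version as a block no gene was called at 16 months, so that the call of Sfpq at that age was lost. At 6 months Amy1 was higher in the 2 CR than in the 2 AL ovaries by 1.51 (standard error 0.38, adjusted p = 0.239), from 1.09 ± 0.09 to 2.60 ± 0.72 (SD, n = 2). In 1 of these CR ovaries (AMC113), 5 of 14 measured genes of pancreatic acinar cells were more than 2-fold higher than in the other.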

Three genes, *Scd1*, *Pck1*, and *Amy1 *(at 6 months), were activated by CR in both ovary and liver [65] and four genes, *Scd1*, *Gsn*, *Sfpq*, and *Inmt*, were activated by CR in both ovary and heart [66]. As *Scd1 *was upregulated by CR in three organs (ovary, liver, and heart) and is known to be activated by a fat-free diet [35], this gene could be a generic marker for CR. However, the major effects of CR in gonads were gonad-specific: suppression of ovulation in ovary and activation of testis-associated genes in testis. For example, *Per2 *and *Per3 *(circadian rhythm genes in ovary) were upregulated by CR (Additional file 13A), and are known to be positively associated with lifespan [67]. Although *Per2 *and *Per3 *seem to be ovarian markers for CR, it is also possible that the regular feeding schedule employed to implement CR, activated genes associated with circadian rhythm in ovary [68].

### Regulated expression of adipokines in ovary

One interesting finding in the current work is the regulated expression of adipokines in ovary. 

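In the 14 ovaries, the log2 ratio of Adipoq to the reference RNA ranged from 0.05 to 4.75, and that of Retn from -0.03 to 2.74. Between the diets, Retn changed by 0.87 on the log2 scale (standard error 0.24, adjusted p = 0.394), from 0.44 ± 0.54 to 1.31 ± 0.85 (SD, n = 6), and Adipoq went from 1.84 ± 1.41 to 3.49 ± 0.92 (SD, n = 6). Neither was called. Leptin (Lep) changed by 0.11 (standard error 0.06, adjusted p = 0.608) and visfatin (Nampt) by -0.01 (standard error 0.14, adjusted p = 0.982). The CR ovary AMC25 of 24 months had the lowest Nampt, and the AL ovary AMC167 of 24 months the highest Retn of the AL group.

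**Figure D4:**
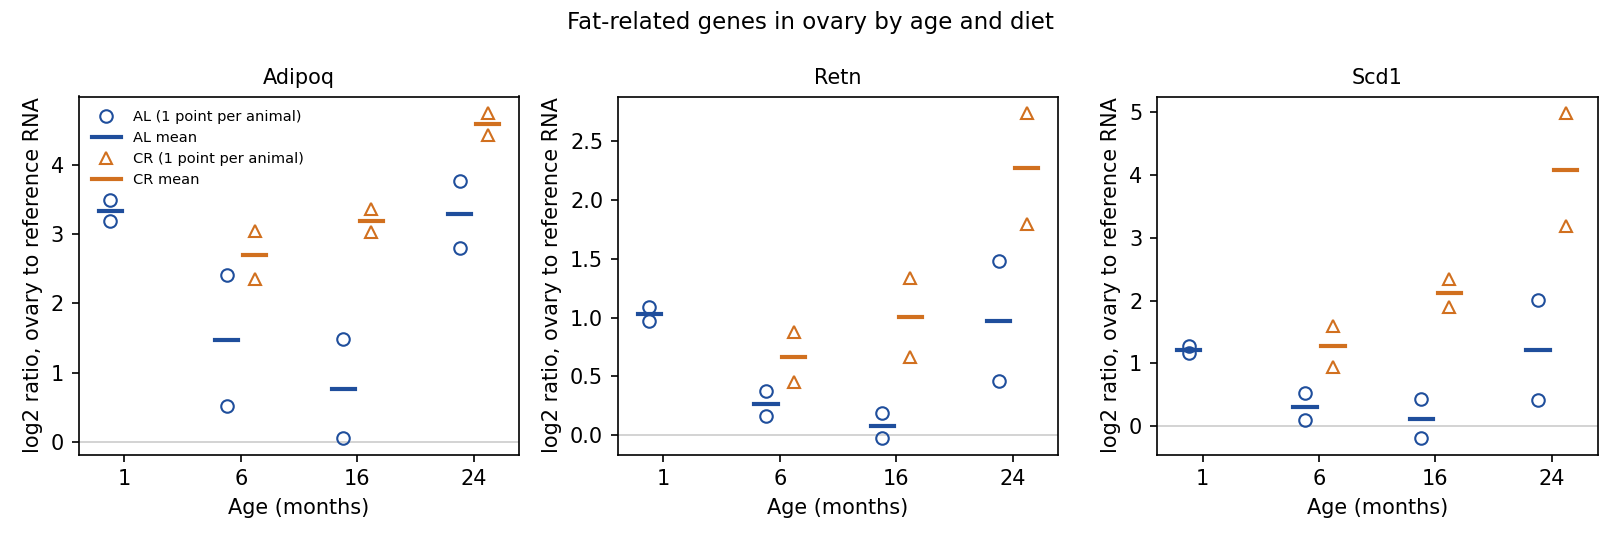
Log2 ratio to the reference RNA of Adipoq, Retn and Scd1 in each ovary against age in months. Open circles are AL and triangles CR animals, each point is 1 animal and the bars are means; the AL ovary AMC167 of 24 months has a Scd1 value of 2.01 and the other AL ovaries from 6 months on lie between -0.19 and 0.53.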

Among four well-known adipokines, Leptin, Adiponectin (*Adipoq*), Resistin (*Retn*), and *Visfatin*, we found that *Adipoq *and *Retn *were expressed in ovary and highly induced by CR. Adipokines, secreted from adipocytes, have been implicated in female fertility and obesity [69]. Similarities between adipocyte and ovarian follicle cells have been suggested by the expression of adipocyte-specific type of fatty acid binding protein 4 (*Fabp4*) in granulosa cells undergoing apoptosis [70]. Expression of leptin in granulosa cells and theca cells has also been shown [71,72]. However, we found for the first time that *Adipoq *and *Retn *are expressed in the ovary. 

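On the 14 ovary arrays Adipoq had a log2 ratio of 0.05 to 4.75 and Retn of -0.03 to 2.74. On the 14 testis arrays Adipoq had a log2 ratio of 3.03 to 3.78 and Retn of -0.20 to 0.19.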

The possibility of detecting transcripts encoding adipokines from contaminated adipocytes can be excluded, because the ovary dissection carefully removed neighboring adipose tissues, which was confirmed later by histological examination.

### Implications for theories of aging

The effect of CR on various organs is often discussed in relation to the theory of optimal energy allocation. According to the DS theory, species with low extrinsic mortality (mammals) tend to invest more energy in soma maintenance under CR conditions (which may result in an increased lifespan), at the cost of low energy allocated to reproduction [7,11,17]. Our data on gene expression seem to support this theory for mouse ovary in two ways: first, by demonstrating that patterns of gene expression changes are mostly ovary-specific and are different from those in somatic organs, which indicates differences in resource allocation strategy between reproduction and somatic functions during animal life; and second, by showing a decrease of metabolism and follicle growth in young CR females. Owing to the competition of reproductive and somatic organs for available energy, we expected that CR would affect different sets of genes, and indeed found that a set of genes affected by CR in ovary had a very limited overlap with a set of genes affected by CR in liver and heart.

In contrast, testis showed expression patterns different from ovary: CR did not suppress mitochondrial function, although some metabolism-related genes were suppressed. The majority of genes upregulated by CR were testis-associated, suggesting that there is no tendency to sacrifice testicular functions under a CR diet. Thus, the strategy of energy allocation between somatic and reproduction functions is different between sexes, and males tend to invest more energy in reproduction than into soma maintenance in CR conditions. Our data are consistent with the physiological observation that male fertility is only slightly reduced in rodents under CR [73]. Thus, evolutionary implementation of DS theory may be especially dimorphic. This poses an interesting question. Is an additional explanation required to account for the difference between males and females in terms of evolutionary basis of aging? For example, it is conceivable that under CR conditions a need to shut down reproductive function is much greater in females than in males, because the lives of both mother and fetus are at a risk in pregnant females. Some theories of aging may need to be reexamined in the light of new data reported in this paper.

## Methods

### Animals

The study was carried out as a part of the AGEMAP (Atlas of Gene Expression in Mouse Aging Project) at the Intramural Research Program of the National Institute on Aging (NIA/NIH) [74-76]. C57BL/6 mice were purchased from the National Institute on Aging (NIA) Rodent Colony at ages of 3 weeks, 5, 15, and 23 months. The mice were kept under the standard AL and CR conditions [20]. In the CR cohorts, the caloric intake was reduced to the 60% level in a stepwise manner over 3 weeks, beginning at 14 weeks of age. After transferring to the mouse facility of the NIA Intramural Research Program, the mice were kept under the same conditions. Mice were individually housed. The mice were euthanized at 1, 6, 16, and 24 months of age, and organs were quickly removed and stored in RNAlater at -20°C. The CR mice were fed between 9 AM and 11 AM everyday, but were not fed on the final day and euthanized before noon. The AD mice were continuously supplied with an excess of food. The use of mice in this project was approved by the NIA-IRP Animal Care and Use Committee.

### Microarray experiments

RNA extraction, labeling, and hybridization on a microarray were performed independently for each mouse with two replications for each combination of age, sex, and diet (14 microarrays were used for ovaries and 14 for testis). Two replications were sufficient for this study because the goal was to depict major trends in the change of gene expression with age and diet rather than to assess the individual variability of gene expression for each gene. The latter task would require many more replications but it was beyond the scope of this work. Genes with high individual variability of their expression appeared not significant in our statistical analysis and therefore were ignored. Most of the analysis (except the age-specific effect of CR) is based on at least four samples which increased the reliability of results. Total RNAs were extracted from entire organ (ovary or testis). The tissue was processed by the Bead Beater (Bio-Spec, Bartlesville, OK) followed by RNA purification using the RNeasy Mini Kit (Qiagen, Valencia, CA; Invitrogen). Total RNAs were labeled with Cy3-CTP. Fluorescently labeled microarray targets were prepared from 2.5 μg aliquots of total RNA samples using a Low RNA Input Fluorescent Linear Amplification Kit (Agilent). A reference target (Cy5-CTP-labeled) was produced from Stratagene Universal Mouse Reference RNA. Targets were purified using an RNeasy Mini Kit (Qiagen), and then quantified on a NanoDrop scanning spectrophotometer (NanoDrop Technologies). cRNA was hybridized to the NIA Mouse 44K microarrays v2.1 and v2.2 (whole genome 60-mer oligo arrays manufactured by the Agilent Technology: designs 012799 and 014117, respectively) [77]. All hybridizations compared one Cy3-CTP-labeled experimental target with the single Cy5-CTP-labeled universal mouse reference (Stratagene) target which was used for normalization. Microarrays were hybridized and washed according to the Agilent protocol G4140-90030. Slides were scanned on an Agilent DNA Microarray Scanner, using standard settings, including automatic PMT adjustment. The microarray data discussed in this publication have been deposited in NCBI Gene Expression Omnibus (GEO) [78] and are accessible through GEO Series accession number GSE7502. The data are also available at the NIA Array Analysis software [79,80].

### Statistical analysis

Statistical analysis of microarray results was done using NIA Array Analysis software [79,80] on the basis of 25,585 non-redundant genes with symbols (Additional file 1). Median center global adjustment was used to remove differences between two batches of replications that were performed with different array versions for the ovary (testis samples were all performed with one version of arrays v2.2). For each gene, we estimated the difference between log-transformed gene expression values obtained with different array versions for samples from mice of the same age and diet, then used the median of these differences as an adjustment to all log-transformed expression values for this gene from arrays of v2.1. If a gene was represented by multiple oligos we selected the oligo with the most significant intensity change. One-factor ANOVA was performed with adjustment of error variances for individual genes so that it did not fall below the moving average error variance for genes with similar intensity, and with FDR method for assessing statistical significance [81]. FDR is already corrected for the number of tested hypotheses. Gene expression difference was considered significant based on the threshold of FDR at most 0.1 and fold change at least 1.5. Effects of age were studied by comparison of gonads in young (1 and 6 months) versus old (16 and 24 months) animals. In addition, we used two-factor linear regression with age and diet as independent variables with a threshold of *p *= 0.05 applied to the effect of age. Genes were considered age-dependent if they passed both tests. Effects of diet were studied by comparison of gonad samples from animals on CR diet with a group of samples from animals on AL diet. In this analysis we combined data from mice of age from 6 to 24 months which were adjusted for age effects as follows: *x*_*adi*_' = *x*_*adi *_- *M*_*a *_+ *M*, where *x*_*adi*_' is the adjusted log-transformed gene expression for age *a*, diet *d*, and replication *i*, *x*_*adi *_is the original log-transformed gene expression for age *a*, diet *d*, and replication *i*, *M*_*a *_is the average log-transformed gene expression for age *a *(diets and replications combined), and *M *is the average log-transformed gene expression for all ages. In addition, we used standard two-factor ANOVA without interaction effects and with a threshold of *p *= 0.05 applied to the effect of diet. Genes were considered diet-dependent if they passed both tests. Age-specific effects of CR were detected by pair-wise comparison of means using the error variance from ANOVA for all ages and diets. To reduce false positives, we excluded genes with age-specific effects of CR if these effects were reversed in another age group. Specifically, a gene was excluded if *x · x*_1 _< 0 and |*x*_1_| > 0.3333 · |*x*|, where *x *is the log ratio of gene expression CR/AL in the age group where diet had the strongest effect, and *x*_1 _is the log ratio of gene expression CR/AL in any other age group. PCA was used to identify major patterns of gene expression [79]. Analysis of GO annotation terms in a selected list of genes was done using the NIA Mouse Gene Index (ver. mm7) software [82] using FDR at most 0.1 and enrichment ratio at least 1.5 as thresholds. Only nonredundant genes with gene symbols were used for analysis. Statistical significance was assessed using the hypergeometric distribution and FDR method, which was adjusted to account for redundant GO categories as described [83].

### RT-PCR analysis

The same microarray hybridization RNA samples together with one additional biological replicate (total, *N *= 3) were used for quantitative reverse-transcription (RT)-PCR. The total RNA was DNAse treated (DNA-free, Ambion, Austin, TX, USA), annealed with random hexamer and reverse transcribed into cDNA with ThermoScript reverse transcriptase (Invitrogen, Carlsbad, CA, USA). PCR primer pairs were designed using Vector NTI software (Invitrogen) and were tested on ovary or testis cDNA with SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA). Each primer pair was run using a matrix of forward and reverse primers concentrations, and threshold cycle measurements were compared with dissociation curves to determine optimal primer concentrations with high amplicon specificity. Genes were analyzed by quantitative RT-PCR on an ABI 7700 Sequence Detection System (Applied Biosystems). Reactions were set up in a 25 μl volume containing 12.5 μl of SYBR Green PCR Master Mix (Applied Biosystems), 2.0 μl of primers, 0.5 μl of H2O and 10.0 μl of cDNA 5.0 ng/μl. The list of primers and relative concentrations are summarized in Additional file 19 and results are shown in Additional file 20. Thermal cycling was initiated with 2 min incubation at 50°C, followed by a two-step PCR amplification at 95°C for 15 s and 60°C for 40 s repeated 40 times. The amount of target mRNA was determined from the appropriate standard curve and divided by the amount of H2A.2 mRNA for normalization.

## Authors' contributions

AAS carried out the data analysis, prepared figures and tables, and wrote the manuscript. GF carried out RNA extraction and qRT-PCR, and contributed to writing the manuscript. YP carried out RNA labeling and microarray hybridization. SP supervised the maintenance of mouse colony, designed the study, and carried out and analyzed the histology. KGB designed the study and supervised the RNA collection. ABZ designed and supervised the study. DLL conceived, designed, and supervised the study, and reviewed the manuscript. DS supervised the study and edited the manuscript. MSHK supervised the study, contributed to the data analysis, and wrote and finalized the manuscript. All authors participated in the discussion and approved the final manuscript.

## Supplementary Material

Additional file 1 Table of normalized expression of nonredundant genes with symbols in ovary and testis. Click here for file

Additional file 2 **Principal Component Analysis (PCA) of expression of all genes in ovary (A) and testis (B) of mice from 1 to 24 months old on *ad libitum *(AL) or calorie restriction (CR) diet**. In ovary, PC1 is associated with age; PC2 is related to an initial increase of gene expression followed by a decrease in the oldest age; PC3 represents the effect of calorie restriction, which is strongest at the age of 6 months. In testis, PC1 is related to age; PC2 is associated with CR but mostly in the oldest animals. The first two principal components accounted for 58% of variance in testis compared to 74% in ovary, which indicates that PCA patterns for testis were noisier than those for ovary due to very limited changes in gene expression values. 

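The components were computed on the 7 group means of each organ, centred per gene, over 34,898 genes in ovary and 38,246 in testis. In ovary the first component held 62.1% of the variance and the second 13.2%, together 75.3%. In testis they held 35.9% and 20.8%, together 56.6%. With the 3000 genes of the lowest p in place of all genes, the sums were 85.9% in ovary and 68.6% in testis. With single arrays left out the sum stayed between 70.7% and 78.9% in ovary and between 53.7% and 62.6% in testis.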

Click here for file

Additional file 3 **Table of genes that were differentially expressed between ovary and testis**. Genes with at least two-fold over-expression in ovary (or testis) are called ovary – (or testis) associated genes. Click here for file

Additional file 4 Table of genes with differential expression in ovary between young (1–6 months) and old (16–24 months) females on an AL diet. Click here for file

Additional file 5 Table of GO annotations of genes with differential expression in ovary between young (1–6 months) and old (16–24 months) females on and AL diet. Click here for file

Additional file 6 **Gene expression changes in mouse ovarywith age from 1 to 24 months on *ad libitum *(AL) or calorierestriction (CR) diet**. Panels A-F show genes whose expression increases with age; panels G-L show genes whose expression decreases with age. Genes were selected arbitrarily to represent each functional category, but most of them were genes with the greatest differential expression in each functional category. (A) interleukin-related genes, (B) MHC-II genes, (C) complement component genes, (D) C-lectin genes, (E) apoptosis-related genes, (F) TNF receptor genes, (G) oogenesin genes, (H) zona pellucida genes, (I) other oocytes-specific genes, (J) cell cycle-related genes, (K) BMP-signaling genes, and (L) DNA repair genes. Click here for file

Additional file 7 Table of genes with differential expression in testis between young (1–6 months) and old (16–24 months) males on an AL diet. Click here for file

Additional file 8 **Gene expression changes in mouse testis with age from 1 to 24 months on *ad libitum *(AL) and calorie restriction (CR) diet**. Panels A and B show genes whose expression increases with age; panels C and D show genes whose expression decreases with age. Genes were selected arbitrarily to represent each functional category, but most of them were genes with the greatest differential expression in each functional category. (A) immune response genes; (B) metabolism genes; and (C) extracellular matrix genes. Click here for file

Additional file 9 Table of GO annotations of genes with differential expression in testis between young (1–6 months) and old (16–24 months) males on an AL diet. Click here for file

Additional file 10 Table of genes affected by calorie CR in ovary (ages 6–24 months combined, age effects subtracted). Click here for file

Additional file 11 Table of the effect of CR on the expression of oocyte-specific genes in ovary (ages 6–24 months combined). Click here for file

Additional file 12 Table of GO annotations of genes affected by CR in ovary (ages 6–24 months combined). Click here for file

Additional file 13 **Gene expression changes in mouse ovary (A-F) and testis (G-I) with *ad libitum *(AL) or calorie restriction (CR) diet**. Genes were selected arbitrarily to represent each functional category, but most of them were genes with the greatest differential expression in each functional category. (A) circadian rhythm genes, (B) metabolism regulating genes, (C) transporter activity genes, (D) lipid/steroid metabolism-related genes, (E) cell adhesion genes, (F) electron transport genes, (G) testis-associated genes, (H) aging-related gene, and (I) interferon responsive gene. Click here for file

Additional file 14 Table of genes affected by CR in ovary at specific age. Click here for file

Additional file 15 Table of genes affected by CR in testis (ages 6–24 months combined, age effects subtracted). Click here for file

Additional file 16 Table of genes affected by CR in testis at specific age. Click here for file

Additional file 17 Table of the expression of genes associated with aging, DNA repair, and heat shock response in ovary and testis. Click here for file

Additional file 18 **Expression of genes associated with aging and DNA damage control in ovary and testis in mice from 1 to 24 months old on *ad libitum *(AL) or calorie restriction (CR) diet**. Genes were selected arbitrarily to represent each category. (A) genes involved in human diseases, (B) sirtuin family genes, and (C) telomerase-related genes. Click here for file

Additional file 19 Table of primers for q-PCR. Click here for file

Additional file 20 Quantitative RT-PCR analysis of selected genes in ovary and testis in mice from 1 month to 24 months on AL or CR diet. Click here for file

# Supplementary material for: Effects of aging and calorie restriction on the global gene expression profiles of mouse testis and ovary
**Source:** BMC Biol. 2008 Jun 3;6:24. doi: 10.1186/1741-7007-6-24
**Supplement:** Additional file 8 — Gene expression changes in mouse testis with age from 1 to 24 months on ad libitum (AL) and calorie restriction (CR) diet. Panels A and B show genes whose expression increases with age; panels C and D show genes whose expression decreases with age. Genes were selected arbitrarily to represent each functional category, but most of them were genes with the greatest differential expression in each functional category. (A) immune response genes; (B) metabolism genes; and (C) extracellular matrix genes.

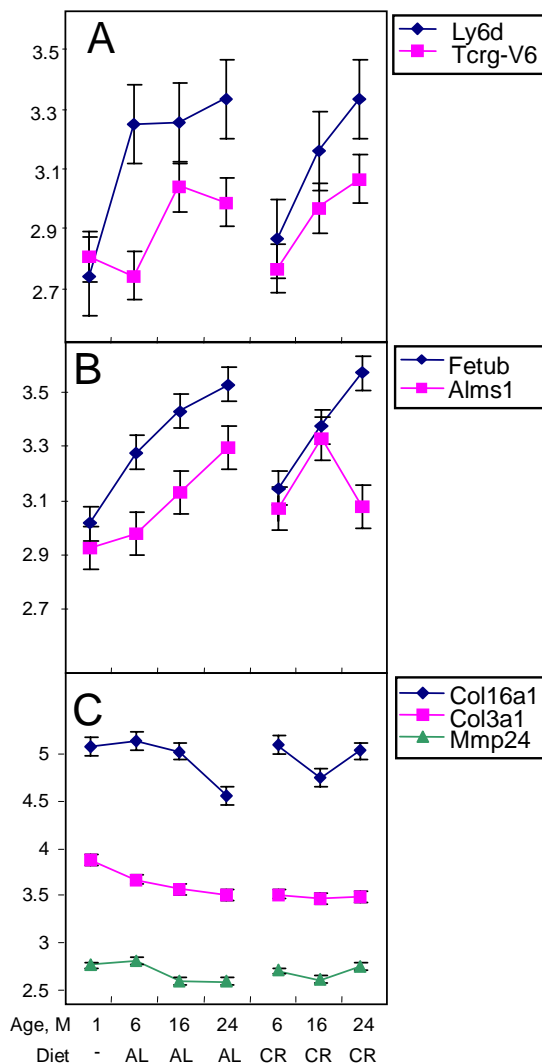

### Supplemental Figure S3

Gene expression changes in mouse testis with age from 1 to 24 month on *ad libitum* (AL) and calorie restriction (CR) diet. Panels A and B show genes whose expressions increase with age; panels C and D show genes whose expressions decrease with age. Genes were selected arbitrarily to represent each functional category, but most of them were genes with the greatest differential expressions in each functional category. (A) immune response genes; (B) metabolism genes; and (C) extracellular matrix genes.

# Supplementary material for: Effects of aging and calorie restriction on the global gene expression profiles of mouse testis and ovary
**Source:** BMC Biol. 2008 Jun 3;6:24. doi: 10.1186/1741-7007-6-24
**Supplement:** Additional file 18 — Expression of genes associated with aging and DNA damage control in ovary and testis in mice from 1 to 24 months old on ad libitum (AL) or calorie restriction (CR) diet. Genes were selected arbitrarily to represent each category. (A) genes involved in human diseases, (B) sirtuin family genes, and (C) telomerase-related genes.

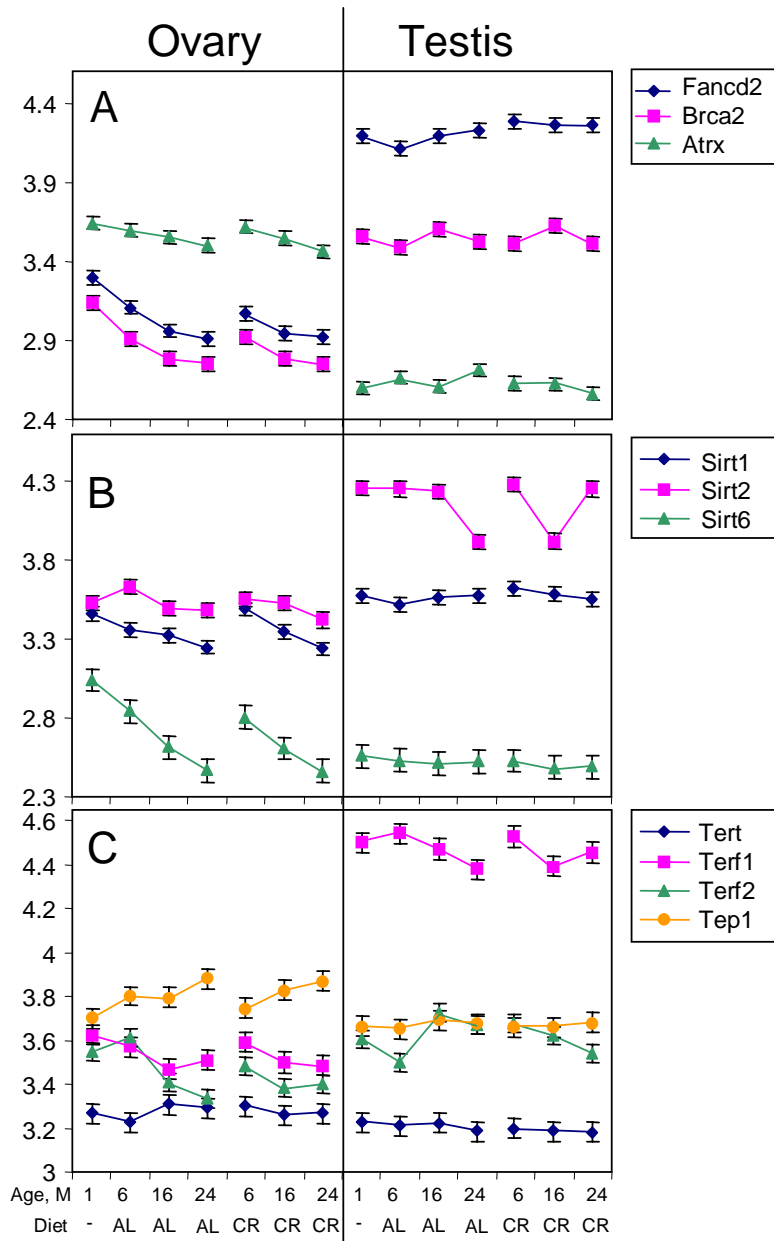

### Supplemental Figure S5

Expression of genes associated with aging and DNA damage control in ovary and testis in mice from 1 to 24 month old on *ad libitum* (AL) or calorie restriction (CR) diet. Genes were selected arbitrarily to represent each category. (A) genes involved in human diseases, (B) sirtuin family genes, and (C) telomerase-related genes.

How the deposited data were processed for this re-analysis (not part of the article)

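RNA from the testes or ovaries of single mice was measured on 28 two-colour Agilent 60-mer arrays, with 2 animals for each combination of organ, diet (AL or CR) and age (1, 6, 16 and 24 months, with CR at 6 months and later). The authors labelled the RNA of the gonad with Cy3 and Universal Mouse Reference RNA with Cy5, hybridized each pair to 1 array and read the images with Agilent Feature Extraction. The intensities as deposited had been read by the authors from the scanned images with that software, and the mean over the pixels of each spot had not been normalized. The files of the single arrays hold these with the median local background. They also hold the signals after the background subtraction and dye normalization of the scanner software, and the log10 ratio of reference to gonad. The deposited tables hold log10 values. They were found to equal the log10 ratio of gonad to reference plus the mean log10 reference signal of the organ, with a range of the offset under 0.01 for 98% to 99.3% of probes, and the ovary values of array version 2.1 had been shifted to those of version 2.2.

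The values reported were computed from the unnormalized intensities. In each channel the mean signal was corrected for the local background with the normexp method of limma (offset 50), and the log2 ratio of gonad to reference was normalized within each array by loess. Control spots and spots that the scanner software marked as non-uniform or population outliers, or that were marked by hand, were left out, and spots of the same probe were averaged. The probes of the 2 array versions were matched by sequence, with 38,270 of them on both. In ovary the version 2.1 arrays were shifted, probe by probe, by the median difference between versions over the 6 groups with 1 array of each. Gene names came from the supplementary tables of the paper and from the accessions of array version 2.1 in a current RefSeq table, and 98.2% of 2929 probes named by both had the same gene. Each gene was represented by its brightest probe, and each of the 26,485 probes without a name counted as a gene. No filter on dim probes was used.

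The median signal of the Cy3 channel was 1.33 to 1.74 times the median background. On each array, 96.3% to 100% of probes were well above background in Cy3, as the scanner software judged it, and 0.03% to 0.71% of spots were left out. The number of arrays limits the precision. With 2 animals in each group, the comparisons of single ages take their error from all 14 arrays of the organ.

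All comparisons were made with limma, and a gene was called at a Benjamini-Hochberg FDR of at most 0.1 and a change of at least 1.5-fold, the criteria of the paper. The age effect compared 4 AL animals of 1 and 6 months with 4 of 16 and 24 months, and a called gene also needed a p under 0.05 for age in a linear regression on age and diet over the 14 arrays. The CR effect compared 6 CR with 6 AL animals with age as a factor. The CR effect at single ages left out genes with an opposite change at another age of more than 0.3333 of the size, as the paper does. Genes were organ-associated at a called difference of more than 2-fold. Lists of genes were tested with camera (correlation between genes 0.01) and with fry, and a list was called at an FDR of at most 0.05. The principal components were computed on the group means of each organ. The genes named are every gene that the Results and Discussion name, with the probe of a supplementary table where it gives one. Added to these, among called genes that have a name, are the 5 largest rises and the 5 largest falls in each age and CR effect. These rules, the comparisons and the alternatives, apart from those named as added later and the FDR for lists, were set before the data were examined.

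The lists of genes cover oocytes (Table S9), fat cells, the oviduct, pancreatic acinar cells, the epididymis, macrophages, B and plasma cells, T cells, mast cells, luteal and steroidogenic cells, complement, electron transport, the mitochondrial and cytosolic ribosome, collagen and matrix, chloride transport, the proteasome, heat shock proteins, genes on the Y chromosome, MHC class II, interleukins and their receptors, TNF receptors and the BMP pathway. The last 4 were added after the data had been seen and were picked by gene name. A list with fewer than 80% of its genes measured was taken as void. In ovary these are the lists of the oviduct, acinar cells, the epididymis, T cells, complement and the Y chromosome, and in testis the same apart from T cells.

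The alternatives were the signals as normalized by the scanner software, the deposited values, the Cy3 channel alone after quantile normalization, a filter on dim probes, the error variance of the methods' ANOVA (not below a moving average over 500 genes, a window chosen here because the paper's text gives none), the probe with the lowest p, the array version as a block or without any adjustment, changes of the design, the day of image extraction as a block for CR in testis, fry in place of camera, and leaving out each array in turn. With the error variance of the methods' ANOVA, p was taken from a normal distribution, which ignores how few arrays estimate the error. The day of image extraction as a random block for the organ difference was added after the data had been seen. The comparisons were tested on simulated data. With 200 genes changed 2-fold, from 83% to 100% of them were found, with 1 to 39 false calls. The simulated noise was drawn independently for each gene and array, so that these shares do not give the power on the real arrays. On simulated data without change, from 4.73% to 4.92% of genes in testis had an unadjusted p under 0.05. In ovary it was 6.24% to 6.65% after the median adjustment for the array version and 4.96% to 5.09% with the version as a block.

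Only complete supplementary tables were used for tests of lists. Tables S2, S3, S11 and S12 were held in part and were not used in this way. The quantitative PCR and the histology of the paper were not analysed here. Computations used R 4.3.3, limma 3.58.1, data.table 1.17.8 and Python 3.11.15.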

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

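The tests of array versions, of the deposited organ difference, of the columns of Table S10 of a wrong label for an old ovary and of testis RNA in that ovary were chosen only after the result was seen.

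Single animals that lie far from the rest of their group were searched for among the named genes and the gene lists, in groups of 4 to 6 animals. Chance alone would mark about 1 in 20 groups. Of 158 groups for genes 15 were marked (9.49%), and of 136 groups for lists 6 (4.41%). The AL ovary AMC48 of 16 months accounts for 10 of the 15 genes. Among the 4 old AL ovaries it had the most Gdf9 (3.66 on the log2 scale, against 1.31 to 1.65), Og2x (0.57, against 0.23 to 0.27), Omt2a (1.63, against -0.10 to 0.17), H1foo (0.46, against -0.36 to -0.22) and Fancd2 (-0.67, against -1.27 to -1.23). It had the least Fcgr2b (-0.39, against 0.56 to 0.62), Fcgr3 (2.25, against 2.99 to 3.02), Clec1b (0.16, against 2.22 to 2.39) and Upk1b (0.48, against 1.67 to 1.77). Among the AL ovaries from 6 months on it had the least Sfrp4 (1.86, against 3.78 to 4.63). These genes follow each other and are not 10 independent signs.

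A wrong label, with the ovary of a 6-month mouse in its place, was tested with the oocyte list. The score of AMC48 was -0.30, against 0.35 and 0.39 in the AL ovaries of 6 months and -0.73 to -0.63 in the other old AL ovaries, which argues against such a label. Its macrophage score of -0.05 lay between the 6-month AL ovaries (-0.41 and -0.38) and the other old ones (0.69 to 1.03). A slower loss of oocytes in this animal may explain both, and this stays untested.

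The mean of the Y-linked genes in AMC48 was -0.38, against -0.96 to -0.79 in the other ovaries, while its Xist of 1.86 lay within their range. Ddx3y was -0.94, against -2.35 to -1.64, and Eif2s3y -1.61, against -3.58 to -2.75. The mean in AMC48 lacks Kdm5d, which lay at -0.99 to -0.69 in the others. RNA from testis on this array would raise the genes of testis too. The 100 genes with the largest difference, testis over ovary, had a median deviation of 0.038 in AMC48, against -0.12 to 0.59 in the other ovaries, which argues against testis RNA. RNA from another male tissue stays open.

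The AL ovary AMC167 of 24 months had a mean of -0.32 for the mitochondrial ribosome list, against -0.08 to -0.06 in the other old AL ovaries. Its Retn was 1.48, against -0.03 to 0.46 in the other AL ovaries from 6 months on, and its Scd1 was 2.01, against -0.19 to 0.53. The CR ovary AMC34 of 6 months had an electron transport mean of 0.04, against -0.15 to -0.08 in the other CR ovaries, and the CR ovary AMC113 of 6 months a cytosolic ribosome mean of 0.28, against -0.15 to -0.01. The CR ovary AMC1 of 24 months had an Mc2r of 0.73, against -0.91 to -0.31, and the CR ovary AMC25 of 24 months an Nampt of -2.09, against -1.67 to -1.45. No explanation was tested for these, apart from the fat-cell and acinar lists reported among the other observations.

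In testis, the AL animal AMC133 of 6 months had a luteal and steroidogenic mean of 0.36, against -0.08 to 0.05 in the other AL testes from 6 months on, and AMC135 of 6 months had an Apobec4 of 2.55, against 2.90 to 3.03. Among the CR testes, AMC7 of 6 months had a chloride transport mean of -0.046, against 0.00 to 0.02, and AMC208 of 24 months an interleukin mean of 0.046, against -0.02 to 0.00. RNA from the epididymis was considered for differences between testes, but its list holds too few measured genes (73.7%) for a test, so that it and a biological difference cannot be told apart. No biological explanation was tested for these animals.

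The age effect differed between ovary and testis for 4300 of 35,298 genes, with a more positive change in ovary for 1688 and in testis for 2612, and 13,097 genes had an unadjusted p under 0.05. Among 100 splits of the arrays, 1 gave a count as large, the real split itself, and 1 other split gave 4286 genes. That split moved 0 of the 8 ovary arrays and 2 of the 8 testis arrays, so that it keeps the real age groups of the ovaries. Another split with 0 ovary and 6 testis arrays moved gave 3455 genes. A further split moved all 8 ovary arrays, which exchanges their age groups as a whole, and 2 testis arrays, and gave 3347. The count thus stayed high under other groupings of the testes while the ovary age groups stayed together. The age effects are taken within each organ, and a constant difference between the days of the organs does not enter. The organ stays open as the biological explanation that the design names, untested.

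The CR effect differed between the organs for 8 genes, 3 with a more positive change in ovary and 5 in testis, with 4121 at an unadjusted p under 0.05. Of 100 splits 6 gave a count as large, with up to 158 genes, so that chance cannot be excluded. In testis, the CR effect differed between 6 months and the later ages for 9 genes, 7 with a more positive change at 6 months and 2 with a more negative one, with 4282 at an unadjusted p under 0.05. In ovary limma called 0 such genes, with 2261 at an unadjusted p under 0.05, and no other tool was run. The later CR testes were extracted on a day of their own, so that for the 9 genes a part due to the day cannot be told apart from age.

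Of the 3407 genes called with age in ovary, 870 (25.5%) are probes outside the deposited tables, 585 of them increased and 285 decreased. Of these, 66 have a gene name and 804 have none. The deposited tables hold 25,527 of the genes tested. The paper states that it analysed only genes that have a symbol, each taken without redundancy, which gives a reason for their absence from the tables. Whether it holds for each of the 870 was not tested. They have the same age groups and the same arrays as the other called genes, and no technical explanation particular to them was tested.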

How the results depend on the processing

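The deposited values with the methods' ANOVA, the probes of the deposited tables only, the extraction day as a random block, and the runs without single arrays for the overlap of age and CR, the gene lists, the list of Table S13 and the principal components were chosen only after the result was seen.

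No paired analysis was possible because the animals of different groups are different mice. The scan date as a block was not run, since only extraction times are given. A count is called changed when it moved by more than 1.5-fold or to or from 0, and a share of variance when it moved by more than 10%. A list or a named gene is called weaker when it lost its call, stronger when it gained one, and otherwise moved or reversed when its sign changed without or with a call. In each comparison the main value follows in brackets. Where no reason is given, the cause was not tested.

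The signals as normalized by the scanner software changed these results. In ovary it called 96 genes from 1 to 6 months (main 157), 3556 from 6 to 16 months (main 1947) and 6 for CR over all ages (main 2). The ovary counts became 4 genes for CR at 6 months (main 48), 0 shared by age and CR at 6 months (main 1) and 2 shared by age and CR at 24 months (main 0). Ovary arrays then gave 8 genes of the list of Table S13 that rose with age (main 3). The chloride transport list had a mean log2 change with age in ovary of 0.055 (main -0.016, camera, adjusted p = 0.298). In testis it called 0 genes with age (main 4), 0 with age before the regression (main 5) and 0 from 6 to 16 months (main 4). The testis counts became 19 genes for CR at 16 months (main 3) and 269 for CR at 24 months (main 6).

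The deposited values changed these results. Calls in ovary numbered 5 genes for CR over all ages (main 2), 16 for CR at 6 months (main 48) and 8 for CR at 24 months (main 5). For ovary there were 3 genes shared by age and CR at 6 months (main 1), 4 shared by age and CR at 16 or 24 months (main 2) and 2 shared by age and CR at 24 months (main 0). Ovary fits came to 8 genes of the list of Table S13 that rose with age (main 3). The collagen and matrix list had a mean log2 change with age in ovary of -0.264 (main -0.309, camera, adjusted p = 0.148). The chloride transport list had a mean log2 change with age in ovary of 0.059 (main -0.016, camera, adjusted p = 0.199). Testis arrays then gave 1 gene with age (main 4), 1 with age before the regression (main 5) and 0 from 6 to 16 months (main 4). Calls in testis numbered 8 genes from 16 to 24 months (main 2), 0 for CR at 6 months (main 2) and 15 for CR at 16 months (main 3). For testis there were 185 genes for CR at 24 months (main 6).

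The Cy3 channel alone changed these results. In ovary it called 824 genes from 6 to 16 months (main 1947), 8 for CR over all ages (main 2) and 7 for CR at 6 months (main 48). The chloride transport list had a mean log2 change with age in ovary of 0.109 (main -0.016, camera, adjusted p = 0.216). Testis fits came to 3 genes with age before the regression (main 5), 47 between 1 and 24 months (main 87) and 19 over 2-fold between 1 and 24 months (main 30). In testis it called 32 genes from 6 to 16 months (main 4), 1 from 16 to 24 months (main 2) and 1 for CR at 6 months (main 2). The testis counts became 24 genes for CR at 16 months (main 3). The cytosolic ribosome list had a mean log2 change with age in testis of 0.011 (main -0.036, camera, adjusted p = 0.545).

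The setting with the error variance of the methods' ANOVA mostly gave more calls than limma. It also took p from a normal distribution, however few arrays estimate the error. The variance alone is therefore not shown to be the cause. The ovary counts became 427 genes from 1 to 6 months (main 157), 7 from 16 to 24 months (main 0) and 28 for CR over all ages (main 2). Ovary arrays then gave 120 genes for CR at 6 months (main 48), 37 for CR at 16 months (main 3) and 40 for CR at 24 months (main 5). Calls in ovary numbered 1 gene of the list of Table S13 for CR (main 0). Testis arrays then gave 124 genes with age (main 4), 147 with age before the regression (main 5) and 200 between 1 and 24 months (main 87). Calls in testis numbered 73 genes over 2-fold between 1 and 24 months (main 30), 19 from 1 to 6 months (main 0) and 139 from 6 to 16 months (main 4). For testis there were 24 genes from 16 to 24 months (main 2), 17 for CR at 6 months (main 2) and 18 for CR at 16 months (main 3). Testis fits came to 26 genes for CR at 24 months (main 6). For both organs together it called 16 genes increased with age in both organs (main 0).

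The array version as a block in the ovary fits lowered these counts. For ovary there were 24 genes from 1 to 6 months (main 157), 367 from 6 to 16 months (main 1947) and 0 for CR over all ages (main 2). Ovary fits came to 0 genes for CR at 6 months (main 48) and 0 for CR at 16 months (main 3).

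The ovary fits with no adjustment for array version gave fewer calls too. In ovary it called 50 genes from 1 to 6 months (main 157), 102 from 6 to 16 months (main 1947) and 0 for CR over all ages (main 2). The ovary counts became 0 genes for CR at 6 months (main 48), 1 for CR at 16 months (main 3) and 3 for CR at 24 months (main 5).

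A fit with one mean per age and diet took the error from all arrays of the organ. In testis it called 85 genes with age (main 4) and 114 with age before the regression (main 5). For both organs together it called 14 genes increased with age in both organs (main 0) and 2 decreased with age in both organs (main 0).

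A young group of 6 months only has 2 animals. The testis counts became 10 genes with age (main 4) and 44 with age before the regression (main 5).

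CR counts with the age means subtracted first came out higher, since the fit then counts the age means as free. Ovary arrays then gave 24 genes for CR over all ages (main 2). Testis arrays then gave 10 genes for CR over all ages (main 0).

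The extraction day as a block was used for CR in testis, where the diet difference then rests on 6 months. Calls in testis numbered 5 genes for CR over all ages (main 0).

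Without the rule that leaves out genes with an opposite change, that is with no exclusion of reversed genes, more genes stay by construction. For testis there were 6 genes for CR at 16 months (main 3) and 17 for CR at 24 months (main 6).

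The age effect from other AL arrays removes the animals shared with the CR comparison. Calls in ovary numbered 6 genes shared by age and CR at 6 months (main 1) and 0 shared by age and CR at 16 or 24 months (main 2).

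Using fry in place of camera took the call from the complement list in ovary, and gave a call with age to the mast cell list (adjusted p = 0.0289, camera 0.0821) and the BMP pathway (adjusted p = 0.00696, camera 0.0821), and to the epididymis (adjusted p = 0.0119) and the Y chromosome (adjusted p = 0.0438), which are void. The complement list in ovary, which is void, kept its mean log2 change of 0.247 but had an adjusted p = 0.123 with fry. Since fry does not set a list against the other genes, its calls do not show that a list differs from them.

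The principal components of the 3000 genes with the lowest p favour large differences by construction. In ovary the first 2 components took 85.9% of the variance (main 75.3%). In testis the first 2 components took 68.6% of the variance (main 56.6%).

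The deposited values with the ANOVA and design of Methods were added after the data had been seen. For ovary there were 329 genes from 1 to 6 months (main 157), 3 from 16 to 24 months (main 0) and 93 for CR over all ages (main 2). Ovary fits came to 144 genes for CR at 6 months (main 48), 16 for CR at 16 months (main 3) and 39 for CR at 24 months (main 5). In ovary it called 6 genes shared by age and CR over all ages (main 0), 26 shared by age and CR at 6 months (main 1) and 13 shared by age and CR at 16 or 24 months (main 2). The ovary counts became 8 genes shared by age and CR at 24 months (main 0). Testis fits came to 67 genes with age (main 4), 95 with age before the regression (main 5) and 223 between 1 and 24 months (main 87). In testis it called 94 genes over 2-fold between 1 and 24 months (main 30), 12 from 1 to 6 months (main 0) and 106 from 6 to 16 months (main 4). The testis counts became 55 genes from 16 to 24 months (main 2), 20 for CR over all ages (main 0) and 14 for CR at 6 months (main 2). Testis arrays then gave 101 genes for CR at 16 months (main 3), 202 for CR at 24 months (main 6) and 7 shared by age and CR at 16 or 24 months (main 0). Calls in testis numbered 6 genes shared by age and CR at 24 months (main 0). For both organs together it called 7 genes increased with age in both organs (main 0) and 3 decreased with age in both organs (main 0).

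The probes of the deposited tables only were added after the data had been seen. Ovary arrays then gave 12 genes for CR at 6 months (main 48) and 10 for CR at 24 months (main 5). For testis there were 2 genes with age (main 4), 3 with age before the regression (main 5) and 7 from 6 to 16 months (main 4). Testis fits came to 1 gene from 16 to 24 months (main 2), 0 for CR at 6 months (main 2) and 1 for CR at 16 months (main 3).

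The filter on dim probes, the probe with the lowest p, the age effect without the regression, the organ difference on version 2.2 arrays from 6 months only and the extraction day as a random block for the organ difference left the totals of these results unchanged. The filter on dim probes could remove few of them, since 96.3% to 100% of probes were well above background in Cy3 on each array. Its unchanged totals therefore do not test the effect of dim probes. By direction, the probe with the lowest p gave 4 genes increased under CR at 6 months in ovary (main 2). Without the regression the genes lost in it are 0 by construction (main 154 in ovary and 1 in testis).

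When single arrays are left out in turn, the ranges for ovary are as follows. There were 2074 to 4059 genes with age (main 3407, lowest without AMC167) and 2249 to 4443 genes with age before the regression (main 3561, lowest without AMC167). Further counts were 1302 to 5793 genes between 1 and 24 months (main 4521, lowest without AMC167) and 595 to 2194 genes over 2-fold between 1 and 24 months (main 1477, lowest without AMC167). Also counted were 9 to 767 genes from 1 to 6 months (main 157, lowest without AMC196, highest without AMC137) and 203 to 4053 genes from 6 to 16 months (main 1947, lowest without AMC52, highest without AMC137). Next came 0 to 128 genes from 16 to 24 months (main 0, highest without AMC131) and 0 to 5 genes for CR over all ages (main 2, lowest without AMC131, highest without AMC48). The fits gave 0 to 1215 genes for CR at 6 months (main 48, lowest without AMC152, highest without AMC137) and 0 to 281 genes for CR at 16 months (main 3, lowest without AMC196, highest without AMC131). Then there were 6 to 182 genes for CR at 24 months (main 5, highest without AMC25) and 0 to 272 genes shared by age and CR at 6 months (main 1, lowest without AMC196, highest without AMC137). Among the rest were 0 to 23 genes shared by age and CR at 16 or 24 months (main 2, lowest without AMC196, highest without AMC131) and 0 to 12 genes shared by age and CR at 24 months (main 0, highest without AMC25). Left-out arrays gave 36 to 63 genes of the list of Table S13 that fell with age (main 47) and 1 to 5 genes of the list of Table S13 that rose with age (main 3, lowest without AMC167, highest without AMC48). In every fit limma called 0 genes shared by age and CR over all ages and of the list of Table S13 for CR, as in the main processing. Mean log2 changes with age were complement (0.192 to 0.363, without AMC167 and AMC48) and electron transport (-0.329 to -0.193, without AMC244 and AMC167). For further lists they were mitochondrial ribosome (-0.450 to -0.338, without AMC137 and AMC167) and cytosolic ribosome (-0.299 to -0.196, without AMC48 and AMC137). The last lists had collagen and matrix (-0.372 to -0.254, without AMC137 and AMC196) and chloride transport (-0.046 to 0.005, without AMC167 and AMC48). The oocyte list under CR had a mean of 0.103 to 0.298 (without AMC131 and AMC48; exact permutation p = 0.0185 to 0.343), with a p below 0.05 without AMC34. The first 2 components took 70.7% to 78.9% of the variance. The complement list in ovary changed its call without AMC196 or AMC244 or AMC174 or AMC137. A group with a lone animal left is assumed to vary like the other groups.

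When single arrays are left out in turn, the ranges for testis are as follows. There were 0 to 174 genes with age (main 4, lowest without AMC80, highest without AMC239) and 0 to 251 genes with age before the regression (main 5, lowest without AMC80, highest without AMC239). Further counts were 2 to 196 genes between 1 and 24 months (main 87, lowest without AMC119, highest without AMC133) and 2 to 65 genes over 2-fold between 1 and 24 months (main 30, lowest without AMC119, highest without AMC133). Also counted were 0 to 510 genes from 1 to 6 months (main 0, highest without AMC135) and 0 to 528 genes from 6 to 16 months (main 4, lowest without AMC119, highest without AMC135). Next came 0 to 13 genes from 16 to 24 months (main 2, lowest without AMC57, highest without AMC80) and 1 to 279 genes for CR at 6 months (main 2, lowest without AMC80, highest without AMC135). The fits gave 0 to 15 genes for CR at 16 months (main 3, lowest without AMC58, highest without AMC80) and 1 to 129 genes for CR at 24 months (main 6, lowest without AMC80, highest without AMC207). Then there were 0 to 3 genes shared by age and CR at 16 or 24 months (main 0, highest without AMC125) and 0 to 3 genes shared by age and CR at 24 months (main 0, highest without AMC125). In every fit limma called 0 genes for CR over all ages, shared by age and CR over all ages, shared by age and CR at 6 months, of the list of Table S13 that fell with age, of the list of Table S13 that rose with age and of the list of Table S13 for CR, as in the main processing. Mean log2 changes with age were complement (-0.021 to 0.103, without AMC135 and AMC133) and electron transport (-0.080 to -0.019, without AMC119 and AMC133). For further lists they were mitochondrial ribosome (-0.038 to 0.003, without AMC239 and AMC186) and cytosolic ribosome (-0.082 to -0.004, without AMC119 and AMC133). The last lists had collagen and matrix (-0.087 to -0.026, without AMC135 and AMC239) and chloride transport (0.039 to 0.076, without AMC135 and AMC125). The first 2 components took 53.7% to 62.6% of the variance. The electron transport list in testis changed its call without AMC239 or AMC119 or AMC135. The cytosolic ribosome list in testis changed its call without AMC119 or AMC135. The collagen and matrix list in testis changed its call without AMC135.

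When single arrays are left out in turn, the ranges for both organs together are as follows. There were 14167 to 14309 genes between the organs (main 14263) and 9540 to 9633 genes over 2-fold between the organs (main 9584). Further counts were 0 to 47 genes increased with age in both organs (main 0, highest without AMC239) and 0 to 2 genes decreased with age in both organs (main 0, highest without AMC125). Also counted were 82 to 86 genes of the list of Table S13 that were testis-associated (main 85) and 22 to 24 genes of the list of Table S13 that were ovary-associated (main 23).

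For the named genes, the values were compared in the same way. The settings were scanner software signals for 232 values (198 same, 3 weaker, 19 stronger, 12 moved, 0 reversed). Next, deposited value table for 232 values (199 same, 1 weaker, 20 stronger, 12 moved, 0 reversed). Next, Cy3 channel alone for 232 values (195 same, 7 weaker, 5 stronger, 25 moved, 0 reversed). Next, single arrays left out for 3373 values (3139 same, 122 weaker, 53 stronger, 59 moved, 0 reversed). Next, other probe of the gene for 45 values (25 same, 9 weaker, 1 stronger, 8 moved, 2 reversed). The log2 value of Brca1 became 0.37 and that of Prkdc became -0.31 with the other probe of the gene, both reversed.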

Differences from the paper's values

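The deposited values with the methods' ANOVA and design were chosen only after the result was seen. There, and with the error variance of the methods' ANOVA, p came from a normal distribution, which the paper's text does not describe. A count differs where the paper's value and the value here are more than 1.5-fold apart. The runs without single arrays for the overlap of age and CR were also chosen after the result was seen. The other settings listed below were set before the data were examined.

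For the number of genes, 24 against 1 month under AL in testis, the paper gives 326 and the value here is 87. The gap stays at 60 with the scanner software signals, 62 with the deposited value table, 47 with the Cy3 channel alone and 87 with the filter on dim probes. Others are 200 with the error variance of the methods' ANOVA and 105 with the probe with the lowest p. It is reached by the deposited values with the methods' ANOVA and design, chosen after seeing the values, at 223.

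In the paper the number of genes over 2-fold, 24 against 1 month under AL in testis is 122, and here it is 30. It remains open at 27 with the scanner software signals, 30 with the deposited value table, 19 with the Cy3 channel alone and 30 with the filter on dim probes. Apart as well are 73 with the error variance of the methods' ANOVA and 34 with the probe with the lowest p. Chosen after seeing the values, the deposited values with the methods' ANOVA and design reach 94.

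Here the number of genes lost in the regression in ovary is 154, and the paper's value is 323. Within the margin are 295 with the scanner software signals, 226 with the deposited value table and 369 with the young group of 6 months only. Values still apart are 192 with the Cy3 channel alone, 155 with the filter on dim probes, 132 with the error variance of the methods' ANOVA and 162 with the probe with the lowest p. Further values are 178 with the array version as a block, 183 with no adjustment for array version, 166 with one mean per age and diet and 0 without the regression on age. A single array left out also reaches it, namely AMC34 or AMC244 or AMC137 or AMC174.

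A gap is seen in the number of genes with age before the regression in testis, with a paper's value of 163 and 5 here. Near it are 147 with the error variance of the methods' ANOVA and 114 with one mean per age and diet. Not closing it are 0 with the scanner software signals, 1 with the deposited value table, 3 with the Cy3 channel alone and 5 with the filter on dim probes. To these come 5 with the probe with the lowest p, 5 without the regression on age and 44 with the young group of 6 months only. It is reached too with a single array left out, namely AMC125.

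As to the number of genes lost in the regression in testis, the paper reports 41, against 1 here. It comes within 1.5-fold at 29 with one mean per age and diet and 34 with the young group of 6 months only. Beyond the margin lie 0 with the scanner software signals, 0 with the deposited value table, 0 with the Cy3 channel alone and 1 with the filter on dim probes. More such values are 23 with the error variance of the methods' ANOVA, 1 with the probe with the lowest p and 0 without the regression on age. With the deposited values and the methods' ANOVA and design, chosen after seeing the values, it is 28.

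Next is the number of genes increased with age in testis, 86 in the paper and 3 here. The values near the paper are 89 with the error variance of the methods' ANOVA. Too far off are 0 with the scanner software signals, 1 with the deposited value table, 3 with the Cy3 channel alone and 3 with the filter on dim probes. Equally apart are 3 with the probe with the lowest p, 53 with one mean per age and diet, 4 without the regression on age and 9 with the young group of 6 months only. It is reached too with a single array left out, namely AMC125.

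Against 33 in the paper, the number of genes decreased with age in testis here is 1. Within the margin are 35 with the error variance of the methods' ANOVA and 32 with one mean per age and diet. Outside the margin are 0 with the scanner software signals, 0 with the deposited value table, 0 with the Cy3 channel alone and 1 with the filter on dim probes. And apart are 1 with the probe with the lowest p, 1 without the regression on age and 1 with the young group of 6 months only.

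Also apart is the number of genes increased under CR in ovary, for which the paper gives 34 and this work 1. Left apart are 1 with the scanner software signals, 1 with the deposited value table, 3 with the Cy3 channel alone and 1 with the filter on dim probes. It also stays at 11 with the error variance of the methods' ANOVA, 1 with the probe with the lowest p, 0 with the array version as a block and 0 with no adjustment for array version. Others are 11 with the age means subtracted first. A setting chosen after seeing the values, the deposited values with the methods' ANOVA and design, brings 23.

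Likewise for the number of genes decreased under CR in ovary, where the paper has 84 and the value here is 1. The gap stays at 5 with the scanner software signals, 4 with the deposited value table, 5 with the Cy3 channel alone and 1 with the filter on dim probes. Others are 17 with the error variance of the methods' ANOVA, 1 with the probe with the lowest p, 0 with the array version as a block and 0 with no adjustment for array version. Apart as well are 13 with the age means subtracted first. It is reached by the deposited values with the methods' ANOVA and design, chosen after seeing the values, at 70.

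For the number of genes increased under CR in testis, the paper gives 15 and the value here is 0. It remains open at 0 with the scanner software signals, 0 with the deposited value table, 0 with the Cy3 channel alone and 0 with the filter on dim probes. Apart as well are 0 with the error variance of the methods' ANOVA, 0 with the probe with the lowest p, 4 with the extraction day as a block and 2 with the age means subtracted first. Chosen after seeing the values, the deposited values with the methods' ANOVA and design reach 13.

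In the paper the number of genes decreased under CR in testis is 4, and here it is 0. Values still apart are 0 with the scanner software signals, 0 with the deposited value table, 0 with the Cy3 channel alone and 0 with the filter on dim probes. Further values are 0 with the error variance of the methods' ANOVA, 0 with the probe with the lowest p, 1 with the extraction day as a block and 8 with the age means subtracted first.

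Here the number of genes decreased under CR at 6 months in ovary is 46, and the paper's value is 166. Not closing it are 4 with the scanner software signals, 16 with the deposited value table, 6 with the Cy3 channel alone and 46 with the filter on dim probes. To these come 107 with the error variance of the methods' ANOVA, 62 with the probe with the lowest p, 0 with the array version as a block and 0 with no adjustment for array version. More such values are 53 with no exclusion of reversed genes. With the deposited values and the methods' ANOVA and design, chosen after seeing the values, it is 130.

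As to the number of genes increased under CR at 6 months in testis, the paper reports about 20 in Fig. 4, read by eye, against 1 here. Beyond the margin lie 1 with the scanner software signals, 0 with the deposited value table, 1 with the Cy3 channel alone and 1 with the filter on dim probes. More such values are 9 with the error variance of the methods' ANOVA, 1 with the probe with the lowest p and 1 with no exclusion of reversed genes.

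Also apart is the number of genes decreased under CR at 6 months in testis, for which the paper gives about 140 in Fig. 4, read by eye and this work 1. Too far off are 2 with the scanner software signals, 0 with the deposited value table, 0 with the Cy3 channel alone and 1 with the filter on dim probes. Equally apart are 8 with the error variance of the methods' ANOVA, 1 with the probe with the lowest p and 1 with no exclusion of reversed genes.

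Likewise for the number of genes increased under CR at 16 months in testis, where the paper has about 100 in Fig. 4, read by eye and the value here is 3. Outside the margin are 13 with the scanner software signals, 11 with the deposited value table, 1 with the Cy3 channel alone and 3 with the filter on dim probes. And apart are 16 with the error variance of the methods' ANOVA, 3 with the probe with the lowest p and 4 with no exclusion of reversed genes. A setting chosen after seeing the values, the deposited values with the methods' ANOVA and design, brings 87.

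For the number of genes decreased under CR at 16 months in testis, the paper gives about 19 in Fig. 4, read by eye and the value here is 0. Near it are 23 with the Cy3 channel alone. Left apart are 6 with the scanner software signals, 4 with the deposited value table, 0 with the filter on dim probes and 2 with the error variance of the methods' ANOVA. It also stays at 0 with the probe with the lowest p and 2 with no exclusion of reversed genes. It is reached by the deposited values with the methods' ANOVA and design, chosen after seeing the values, at 14.

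In the paper the number of genes increased under CR at 24 months in testis is about 30 in Fig. 4, read by eye, and here it is 6. It comes within 1.5-fold at 21 with the error variance of the methods' ANOVA. The gap stays at 124 with the scanner software signals, 88 with the deposited value table, 2 with the Cy3 channel alone and 6 with the filter on dim probes. Others are 6 with the probe with the lowest p and 14 with no exclusion of reversed genes.

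As to the number of genes decreased under CR at 24 months in testis, the paper reports about 110 in Fig. 4, read by eye, against 0 here. The values near the paper are 145 with the scanner software signals and 97 with the deposited value table. It remains open at 3 with the Cy3 channel alone, 0 with the filter on dim probes, 5 with the error variance of the methods' ANOVA and 0 with the probe with the lowest p. Apart as well are 3 with no exclusion of reversed genes. Chosen after seeing the values, the deposited values with the methods' ANOVA and design reach 92.

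For the number of genes with age and CR in ovary, the paper gives 18 and the value here is 0. Values still apart are 0 with the scanner software signals and 0 with the deposited value table.

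In the paper the number of genes with age and CR at 6 months in ovary is 35, and here it is 1. Not closing it are 0 with the scanner software signals, 3 with the deposited value table and 6 with the age effect from other AL arrays. With the deposited values and the methods' ANOVA and design, chosen after seeing the values, it is 26.

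Here the number of genes with age and CR at 6 months in the same direction in ovary is 1, and the paper's value is 32. Beyond the margin lie 0 with the scanner software signals, 3 with the deposited value table and 1 with the age effect from other AL arrays. A setting chosen after seeing the values, the deposited values with the methods' ANOVA and design, brings 24.

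A gap is seen in the number of genes with age and CR at 16 or 24 months in ovary, with a paper's value of 20 and 2 here. Too far off are 3 with the scanner software signals, 4 with the deposited value table and 0 with the age effect from other AL arrays. It is reached too with a single array left out, namely AMC131.

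As to the number of genes with age and CR at 16 or 24 months in opposite directions in ovary, the paper reports 13, against 2 here. Outside the margin are 1 with the scanner software signals, 2 with the deposited value table and 0 with the age effect from other AL arrays. It is reached by the deposited values with the methods' ANOVA and design, chosen after seeing the values, at 9.

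Next is the number of genes of the list of Table S13 increased with age in ovary, 8 in the paper and 3 here. Near it are 8 with the scanner software signals and 8 with the deposited value table. Left apart are 3 with the error variance of the methods' ANOVA.

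Against 57.7 in the paper, the fold decrease of Oog3 from 1 to 24 months in ovary here is 23.9. It comes within 1.5-fold at 54.1 with the scanner software signals and 57.7 with the deposited value table. The gap stays at 15.8 with the Cy3 channel alone.

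For the number of genes increased under CR at 6 months in ovary, the paper gives 21 in the supplement and the value here is 2. It remains open at 0 with the scanner software signals, 0 with the deposited value table, 1 with the Cy3 channel alone and 2 with the filter on dim probes. Apart as well are 13 with the error variance of the methods' ANOVA, 4 with the probe with the lowest p, 0 with the array version as a block and 0 with no adjustment for array version. Further values are 2 with no exclusion of reversed genes. It is reached too with a single array left out, namely AMC34. Chosen after seeing the values, the deposited values with the methods' ANOVA and design reach 14.

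In the paper the number of genes increased under CR at 16 months in ovary is 9 in the supplement, and here it is 3. Values still apart are 1 with the scanner software signals, 2 with the deposited value table, 0 with the Cy3 channel alone and 3 with the filter on dim probes. Further values are 22 with the error variance of the methods' ANOVA, 3 with the probe with the lowest p, 0 with the array version as a block and 1 with no adjustment for array version. To these come 3 with no exclusion of reversed genes. With the deposited values and the methods' ANOVA and design, chosen after seeing the values, it is 6.

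As to the number of genes decreased under CR at 16 months in ovary, the paper reports 21 in the supplement, against 0 here. Near it are 15 with the error variance of the methods' ANOVA. Not closing it are 1 with the scanner software signals, 2 with the deposited value table, 2 with the Cy3 channel alone and 0 with the filter on dim probes. To these come 0 with the probe with the lowest p, 0 with the array version as a block, 0 with no adjustment for array version and 0 with no exclusion of reversed genes. It is reached too with a single array left out, namely AMC48.

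Also apart is the number of genes increased under CR at 24 months in ovary, for which the paper gives 30 in the supplement and this work 3. It comes within 1.5-fold at 24 with the error variance of the methods' ANOVA. Beyond the margin lie 3 with the scanner software signals, 3 with the deposited value table, 4 with the Cy3 channel alone and 3 with the filter on dim probes. More such values are 3 with the probe with the lowest p, 3 with the array version as a block, 2 with no adjustment for array version and 5 with no exclusion of reversed genes. A single array left out also reaches it, namely AMC1. A setting chosen after seeing the values, the deposited values with the methods' ANOVA and design, brings 21.

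Likewise for the number of genes decreased under CR at 24 months in ovary, where the paper has 27 in the supplement and the value here is 2. Too far off are 4 with the scanner software signals, 5 with the deposited value table, 2 with the Cy3 channel alone and 2 with the filter on dim probes. Equally apart are 16 with the error variance of the methods' ANOVA, 2 with the probe with the lowest p, 2 with the array version as a block and 1 with no adjustment for array version. And apart are 2 with no exclusion of reversed genes. It is reached too with a single array left out, namely AMC25. It is reached by the deposited values with the methods' ANOVA and design, chosen after seeing the values, at 18.

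A gap is seen in the number of genes shared by the age lists of testis and ovary, increased, with a paper's value of 10 and 0 here. Within the margin are 14 with one mean per age and diet. Outside the margin are 0 with the scanner software signals, 0 with the deposited value table, 0 with the Cy3 channel alone and 0 with the filter on dim probes. And apart are 16 with the error variance of the methods' ANOVA, 0 with the probe with the lowest p, 0 without the regression on age and 0 with the young group of 6 months only. Chosen after seeing the values, the deposited values with the methods' ANOVA and design reach 7.

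As to the number of genes shared by the age lists of testis and ovary, decreased, the paper reports 9, against 0 here. Left apart are 0 with the scanner software signals, 0 with the deposited value table, 0 with the Cy3 channel alone and 0 with the filter on dim probes. It also stays at 0 with the error variance of the methods' ANOVA, 0 with the probe with the lowest p, 2 with one mean per age and diet and 0 without the regression on age. Others are 0 with the young group of 6 months only.

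Next is the number of genes with age and CR at 24 months in opposite directions in testis, 10 in the paper and 0 here. The gap stays at 0 with the scanner software signals and 0 with the deposited value table.

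The paper states that genes that rose with age in ovary went down under CR at later ages. At 16 months 4 of 7 were lower, and Clec4d (0.20), Crb2 (0.20) and Upk1b (0.14) were higher. With 1 array left out each of these 3 changed sign, and Upk1b was lower in all 3 other settings (-0.35 to -0.29). At 24 months 6 of 7 were lower and Lefty1 did not change (0.00). With 1 array left out the change of Sfrp4 at 24 months ranged from -2.08 to 0.16, so that its sign changed too. Sfrp4, listed by the paper as increased with age, was not called (1.31).

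The paper names 14 genes as suppressed by CR in testis at some age. None was called here, and 3 of 14 were lower at 6 months and 12 of 14 at 16 and at 24 months. With the scanner software signals and the deposited value table, Ccl11, Clec7a, Cxcl5, Gbp4, Esm1, Krt1-17 and Nov were called at 24 months. Among the genes that the paper names as activated by CR in testis, these 2 settings call Sytl1 and Pdgfd at 24 months and Folh1 and Si at 16 months.

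The paper's age lists hold genes that were not called here and that another setting calls. Fcrx, Clec1b, Tlr1, Tlr13, Brca2, Dnajc6 and Dnajb12 are called with the scanner software signals and with the deposited value table. Clec1b, Tlr1 and Dnajc6 are called with the Cy3 channel alone too. Akr1c18 under CR at 6 months is called with the deposited value table, the Cy3 channel alone and its other probe. Sfpq under CR is called with the Cy3 channel alone. Between the organs, Sirt1 is called with the deposited value table and Sirt6 with the scanner software signals.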

Other observations

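The tests of the median adjustment, of the deposited organ difference, of the columns of Table S10 and of a wrong label for an old ovary were chosen only after the result was seen.

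For each comparison of groups, other splits of the same arrays were counted that gave a result as large, the real split included. For the age effect in ovary it was 1 of 35 splits, and no other split gave more than 1 gene, so that chance can be excluded. For the organ difference it was 1 of 100, with up to 5591 genes in another split, and for the list of Table S13 with age in ovary 1 of 35, so that chance can be excluded for these as well. For the age effect in testis it was 3 of 35 splits, with up to 21 genes, and for the CR effect in ovary 7 of 100, with up to 285 genes, so that chance cannot be excluded. For the CR effect in testis, where 0 genes were called by limma, all 100 splits gave as many. The testis split with all 4 CR arrays of the later day on the same side, together with both AL testes of 6 months, gave 4 genes, and with the day as a block the real split gave 5. None of the 6 other ovary splits with a count as large follows the array version. Of the lists called by camera with age in ovary 15 were called, and 4 of 35 splits gave as many, with up to 16, so that chance cannot be excluded for their number. Of these 15, the lists of acinar cells, T cells and complement are void. In testis 0 lists were called with age and 35 of 35 splits gave at least as many, with a median of 3 and up to 13 in the other splits. With CR in ovary, camera called 11 lists, of which that of acinar cells is void, and fry 1, and with CR in testis camera called the macrophage list (mean log2 change -0.11, 19 of 22 genes lower, adjusted p = 0.00093) and the cytosolic ribosome (-0.06, 66 of 80 lower, adjusted p = 0.000255), and fry none (adjusted p = 0.954 for each).

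Higher immune genes in old ovaries may come from a larger share of immune cells. In the macrophage list all 21 measured genes were higher in old AL ovaries, with a mean log2 change of 1.34 (camera, adjusted p = 5.55e-09, and fry, adjusted p = 0.0119). In the B and plasma cell list 15 of 18 were higher, with a mean of 0.82 (adjusted p = 9.36e-05 and 0.0289). In the mast cell list 8 of 11 were higher, with a mean of 0.07 (adjusted p = 0.0821 and 0.0289). The T-cell list was void, with a mean of 0.43. A change in the expression of each cell stays open, since the arrays hold whole ovaries.

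Other lists with age in ovary were the proteasome, with 33 of 39 genes lower and a mean of -0.32 (camera, adjusted p = 4.79e-07, and fry, adjusted p = 0.00525), fat cells, with a mean of -0.12 (adjusted p = 0.877 and 0.888), and luteal and steroidogenic genes, with a mean of -0.10 (adjusted p = 0.877 and 0.489). The means of the void lists were 0.25 for acinar cells, 0.15 for the epididymis, -0.28 for the oviduct and 0.23 for the Y chromosome.

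Higher fat-cell genes in CR ovaries may come from fat tissue on the ovaries. In the fat-cell list without the genes that the study names, 18 of 22 genes were higher under CR, with a mean log2 change of 0.44 (exact permutation test within ages, p = 0.0185 over 216 arrangements). The paper states that adipose tissue was removed at dissection and that histology was used as a check. A response of ovarian cells to CR and fat tissue on the arrays both stay open.

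Higher amylase in CR ovaries at 6 months may come from pancreas in 1 of them. Of 14 measured acinar genes, 5 were more than 2-fold higher in AMC113 than in AMC34, against 0.244% of all 35,308 genes. Prss2 was 4.20 and -0.11, Try4 3.47 and -0.50, Amy2 4.40 and 2.11, Reg1 1.66 and 0.02, and Clps 1.64 and 0.04 in these 2 ovaries. A contribution of pancreas to other genes of this ovary was not tested.

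Luteal genes were lower in the CR than in the AL ovaries at 6 months by 0.89 on average. The 2 AL ovaries differed in this list by 0.108, less than the difference between the diets, which argues against the cycle stage of a single AL animal as the whole cause. The cycle stage of both AL animals together stays open.

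At 6 months the CR difference and the age effect go in the same direction across genes in ovary. With the age effect from the other AL arrays the correlation was 0.167. The same animals can be parted in only 3 ways, the real one included, and the other ways gave a size of 0.142 to 0.162. Shared AL arrays and a common effect can therefore not be told apart. At 24 months the correlation with the age effect from the other AL arrays was -0.112 in ovary, with a size of 0.107 to 0.549 for the other ways, and -0.083 in testis, with a size of 0.040 to 0.262, and there too the 2 cannot be told apart. In testis at 6 months the correlation was 0.17, with a size of 0.224 to 0.242 for the other ways.

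If the day of image extraction made the whole CR difference in testis at 16 and 24 months, these 2 differences would go together. Their correlation across genes was -0.113, which argues against the day as the whole cause. A part due to the day stays open.

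Between 6 and 16 months in ovary, 1947 genes were called after the median adjustment for the array version and 367 with the version as a block. The adjustment may remove spread between replicates that the fit then takes as absent. In simulated data without change, 6.65% of genes had an unadjusted p under 0.05 after the median adjustment and 5.05% with the block, and 0 genes were called by limma in either. The excess is small against the gap between the 2 counts, and the rest of the gap stays open.

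The 1-month testis AMC239, whose label speaks of ovary in its treatment text, holds testis RNA by its sex-linked genes. The highest log2 ratio of Xist in the 1-month testes was -4.24, against 1.25 to 2.23 in the ovaries, and the mean of Y-linked genes was 1.01 to 1.38 in testes and -0.96 to -0.38 in ovaries, where the upper end is AMC48 and the others lay at up to -0.79. The organ difference in the deposited values equals that of the Cy3 channel alone to a median absolute difference of 9.85e-06 (log10), which fits values to which the mean of the reference channel per organ was added back. In Table S10, the listed log ratio equals the first column of means minus the second for all 274 probes, and the sign of all 270 measured ones is that of CR minus AL here. The headings of these 2 columns may be swapped, which the value of 274 fits.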
